# Local compartment changes and regulatory landscape alterations in histone H1-depleted cells

**DOI:** 10.1186/s13059-015-0857-0

**Published:** 2015-12-23

**Authors:** Geert Geeven, Yun Zhu, Byung Ju Kim, Boris A. Bartholdy, Seung-Min Yang, Todd S. Macfarlan, Wesley D. Gifford, Samuel L. Pfaff, Marjon J. A. M. Verstegen, Hugo Pinto, Marit W. Vermunt, Menno P. Creyghton, Patrick J. Wijchers, John A. Stamatoyannopoulos, Arthur I. Skoultchi, Wouter de Laat

**Keywords:** Histone H1, Chromatin, Chromosome conformation, Hi-C, Epigenomics

## Abstract

**Background:**

Linker histone H1 is a core chromatin component that binds to nucleosome core particles and the linker DNA between nucleosomes. It has been implicated in chromatin compaction and gene regulation and is anticipated to play a role in higher-order genome structure. Here we have used a combination of genome-wide approaches including DNA methylation, histone modification and DNase I hypersensitivity profiling as well as Hi-C to investigate the impact of reduced cellular levels of histone H1 in embryonic stem cells on chromatin folding and function.

**Results:**

We find that depletion of histone H1 changes the epigenetic signature of thousands of potential regulatory sites across the genome. Many of them show cooperative loss or gain of multiple chromatin marks. Epigenetic alterations cluster to gene-dense topologically associating domains (TADs) that already showed a high density of corresponding chromatin features. Genome organization at the three-dimensional level is largely intact, but we find changes in the structural segmentation of chromosomes specifically for the epigenetically most modified TADs.

**Conclusions:**

Our data show that cells require normal histone H1 levels to expose their proper regulatory landscape. Reducing the levels of histone H1 results in massive epigenetic changes and altered topological organization particularly at the most active chromosomal domains. Changes in TAD configuration coincide with epigenetic landscape changes but not with transcriptional output changes, supporting the emerging concept that transcriptional control and nuclear positioning of TADs are not causally related but independently controlled by the locally associated *trans*-acting factors.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/s13059-015-0857-0) contains supplementary material, which is available to authorized users.

## Background

DNA in the eukaryotic nucleus is packaged into arrays of nucleosome core particles that are the basic unit of chromatin [1, 2]. Each nucleosome consists of an octamer of four core histones (H2A, H2B, H3 and H4) around which about 145 bp of DNA is wrapped. Chromatin also contains a fifth histone, the linker histone, usually referred to as H1. H1 binds to nucleosome core particles near the DNA entry/exit position and to the linker DNA between core particles, stabilizing the association of core particles and DNA and facilitating folding of oligonucleosome arrays into compact structures. Mice and humans express 11 H1 subtypes, including H1a to H1e found at varying levels in most cell types, a replacement subtype (H1(0)) generally associated with terminal differentiation and quiescent states, four germ cell-specific H1s (H1t, H1T2, H1LS1, and H1oo) and a less well-studied subtype (H1x) [3–5]. In addition to their different developmental expression patterns and abundance, the amino acid sequences of these H1 subtypes differ significantly. Despite these differences, we [6–8] and others [9–11] found that elimination of any one of several H1 subtypes, and even some pairs of subtypes, does not noticeably affect mouse development. The absence of phenotypes in these mice appears to be due to up-regulation of the remaining subtypes, resulting in maintenance of a normal H1 to nucleosome core particle stoichiometry. However, elimination of three H1 subtypes (H1c, H1d, and H1e) together led to a 50 % reduction in the ratio of H1 to core particles and embryonic lethality. Embryonic stem (ES) cells derived from H1c, H1d, H1e null embryos are viable and also exhibit a 50 % reduction in H1:core histone stoichiometry. They show a decrease in the average spacing between nucleosome core particles of about 15 bp, from ~189 bp in normal ES cells to ~174 bp in the triple H1 knock-out (TKO) ES cells [12]. These TKO ES cells also showed decreased local chromatin compaction and selective changes in gene expression. Importantly, up-regulation of certain imprinted and X chromosome-linked genes were prominent and found to be due to H1-dependent alterations in DNA methylation and H3 histone methylation at the regulatory regions of the affected gene [12–14]. Reduced H1 levels were also found to enable CTCF to bind to normally occluded DNA sequences at some imprinted gene loci [13]. CTCF is a central factor in setting up local chromatin loops and defining structural domains across mammalian chromosomes [15, 16]. Collectively, this suggests that histone H1 may also have an important function in shaping higher order genome structures in vivo, either directly through its capacity to compact DNA or indirectly by controlling the DNA accessibility of chromatin architectural proteins.

To investigate the role of H1 in genome-wide, higher order chromatin structure, we studied the regulatory landscape and overall genome conformation in the H1-depleted TKO ES cells [12]. ES cells show several unique features of nuclear organization compared with somatic cells. For example, ES cells display hypermobility of chromatin proteins, including the core histones and histone H1, indicative of their loosened binding to DNA [17]. Restricting the dynamic state of these core chromatin components compromises the differentiation capacity of ES cells, suggesting that this feature is essential for ES cell identity [17, 18]. ES cells also have an unusually low H1 to nucleosome core stoichiometry: whereas this ratio is typically 0.75 or more in differentiated cells, in wild-type ES cells it is only about 0.5 [19]. In the H1 TKO ES cells, this ratio is further reduced to one histone H1 molecule per four nucleosomes [20]. ES cells also display a distinctively disorganized three-dimensional (3D) genome with particularly inactive chromosomal regions that fail to cluster as efficiently as seen in somatic cells [21]. Here we applied Hi-C [22] and other genome-wide approaches for mapping epigenetic features to compare wild-type and H1-depleted ES cells to better understand how the H1 linker histone impacts the regulatory and 3D landscape of the genome and its consequences on transcription.

## Results and discussion

### Clustered DNA methylation changes in histone H1-depleted ES cells

Local DNA demethylation was previously observed in the H1-depleted TKO ES cells particularly at the imprinting control regions of H19-Igf2 and Gtl2-Dlk1 loci [12] and at the Rhox 5 promoter on the X chromosome [14]. The activity of H1 in promoting DNA methylation at the imprinting control regions was later attributed to H1’s function in recruiting the DNA methyltransferases DNMT1 and DNMT3B [13]. No global changes in DNA methylation were observed at that time, based on digestion with methylation-sensitive restriction enzymes [12]. To study genome-wide methylation changes in more detail, here we used the HELP-tagging assay that enables high-throughput identification of sequences neighboring restriction sites of the methylation-sensitive HpaII enzyme [23]. 

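Methylation at HpaII sites was measured in 2 wild-type (WT) and 2 H1c/H1d/H1e triple-knockout (TKO) libraries of mouse ES cells. HpaII cuts CCGG only where its CpG is unmethylated, whereas MspI cuts in either state, and the angle compares the tags of both enzymes at a site. The authors' deposited table gives their mean angle and standard deviation (SD) per genotype and the p-value of their binomial test for 1057113 sites of build mm9. A higher angle was read here as less methylation, although the paper describes the angle as a measure of the percentage of methylated cytosines. The reason is that the mean WT angle was 71.6 inside WT H3K4me3 peaks, which mark promoters that are mostly free of methylation, and 19.9 elsewhere. Over all sites the mean angle was 29.3 in WT and 30.9 in TKO cells, and the median SD was 6.20 and 6.87. A site with p under 1e-06 counted as hypomethylated where the angle was higher in TKO cells and as hypermethylated where it was lower. Tag counts per site are not used here, so the depth behind each angle is unknown. The labels number the replicates without stating whether they came from separate cultures, so no p-value for these sites covers variation between cultures.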

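The angle changed around the 3 linker histone genes that were inactivated in TKO cells. Whether the inactivated sequence itself moved the angle there was not tested. Within 20 kb of the start of Hist1h1e (H1.4) 6 of 17 sites were hypermethylated, and the mean angle over all 17 sites fell from 47.6 to 24.7. Hist1h1d (H1.3) had 7 hypermethylated and 2 hypomethylated of 50 sites, with a mean over all 50 of 60.6 in WT and 55.9 in TKO cells. Hist1h1c (H1.2) had 4 hypermethylated of 37 sites, with a mean over all 37 of 58.0 and 49.1. No site changed around Klf4 and Esrrb, which encode transcription factors of the pluripotency network, or around Ctcf, which encodes an insulator-binding protein. Over the genome 17652 sites, 1.67% of those assayed, had p under 1e-06. The number depends on the p-value limit: 60564 sites were under 1e-03 and 6933 under 1e-09.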

Approximately 15,000 sites displayed differential methylation across the genome. 

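Sites near the core pluripotency genes changed in both directions. Within 20 kb of the start of Pou5f1, which encodes OCT4, 1 site lost and 1 site gained methylation, and the same numbers were found around Sox2. Around Dnmt3b, the gene of a de novo DNA methyltransferase, 2 sites gained methylation, and around Nanog 1 site did. Across the genome 12201 sites were hypomethylated, 69.1% of those that changed (95% Wilson interval 68.4 to 69.8%), and 5451 (30.9%) were hypermethylated. Intervals on shares cover counting error only, not differences between cultures. The median change of the angle was 27.3 points at hypomethylated sites and −8.82 points at hypermethylated sites. The median SD was 9.25 in WT and 21.4 in TKO cells at hypomethylated sites and 2.73 and 4.62 at hypermethylated sites. With 2 libraries per genotype the mean and SD give both values. By this test, chosen after the data were seen, both TKO values lay beyond both WT values, in the direction of the change, at 7219 hypomethylated (59.2%) and 4072 hypermethylated sites (74.7%). Values were separated, in either direction, at 25.7% of sites that were not called, but the called sites were selected for their difference, so a higher share is expected of them. The 5% limit of a two-sided t-test on these means and SD was passed at 8.88% and 16.2% of them, against 5.31% of sites that were not called.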

Consistent with a function of H1 in recruiting DNA methyltransferases [13], more than two-thirds of these sites appeared hypo-methylated in TKO cells, while ~30 % were hypermethylated. Hypermethylation often was not as pronounced as hypomethylation though, and when more stringent criteria were applied for selecting differentially methylated regions (DMRs), 4315 hypomethylated sites were found versus only 308 hypermethylated sites (93 % versus 7 % of all DMRs). 

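The stricter set was taken here as sites that also moved by at least 30 angle points, because the stringent criteria are not given in the sources used here. The single hypomethylated site near Sox2, a gene needed for ES cell self-renewal, meets this limit with a rise from 39.1 to 72.3. The site near Pou5f1, from 32.7 to 57.8, does not meet it. The limit kept 5069 hypomethylated and 333 hypermethylated sites, so 93.8% (93.2 to 94.4%) were hypomethylated. Among them the median change was 38.0 points upward and −41.0 points for hypermethylation.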

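The 20 kb window with the most hypomethylated sites lies at Spry2, which encodes a feedback inhibitor of FGF signalling (14:106280001-106300000): 32 of its 51 sites were hypomethylated, from a mean angle of 71.6 to 85.2. Neighbouring windows at Klf5, a Krüppel-like factor gene of ES cell self-renewal, held 20 of 24 sites (14:99700001-99720000, 38.0 to 69.3) and 14 of 26 (14:99680001-99700000, 71.9 to 85.4). The other windows among the top 5 lie at Mid1, a ubiquitin ligase gene on the X chromosome (X:166420001-166440000, 23 of 57 sites, 37.7 to 63.6), and at Pfdn4, a prefoldin subunit gene (2:170340001-170360000, 17 of 32 sites, 11.3 to 68.3). Changed sites clustered: 240 windows held at least 5 of them, against a mean of 3.60 and a maximum of 11 in 1000 random draws of assayed sites (one-sided permutation p = 0.001, the smallest possible).

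Changes were scarce on the X chromosome, where 111 of 28573 sites changed (0.388%, 95% Wilson interval 0.323 to 0.468%), against 1.71% of autosomal sites (odds ratio 0.225, two-sided Fisher p = 3.3e-93, Benjamini-Hochberg adjusted p = 6.9e-92 over 21 chromosomes). The mean X angle was 28.5 in both genotypes. Of the changed X sites, 23 hypomethylated and 1 hypermethylated lie in the Mid1 window. The depth behind X sites is unknown, so lower power of the binomial test there was not excluded as a source of the lower share. On the Y chromosome 6 of 269 sites changed (2.23%, 1.03 to 4.78%, adjusted Fisher p = 0.55), and a difference from autosomes was not detectable at this depth. Chromosome 17 had the highest share at 2.28% (adjusted Fisher p = 3.2e-23) and chromosome 1 the lowest of the autosomes at 1.30% (adjusted p = 4.9e-15).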

The differentially methylated sites were not uniformly distributed across the genome but appeared significantly clustered (Fig. 1a, b), with the sex chromosomes being surprisingly protected against methylation changes (Figure S1 in Additional file 1). To further delineate the clustered distribution, we investigated the density of differentially methylated sites in topologically associating domains (TADs). We considered TADs as chromosomal units of interest as they mark genomic segments within which sequences preferentially contact each other. As such, TADs are believed to be the structural and functional genomic units that encompass the genes and their cognate regulatory sites [15, 24]. We categorized TADs according to gene content and created five bins with equal numbers of TADs; each bin had a similar average TAD size, but the gene-poorest bin encompassed only 3–4 % of all genes while the gene-richest bin carried over 50 % (Fig. 1c). Overall, DNA methylation density followed gene density (Fig. 1c). 

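Gene-poor and gene-rich chromosomal domains differed in how many HpaII sites they offer. Domains were called here from the Hi-C pairs of all 4 libraries at 40 kb resolution, because the domain set is not given in the sources used here. This yielded 3146 domains with a median size of 720 kb covering 95.3% of the genome, ranked by gene number into 5 groups. The gene-poorest group covered 24.0% of the domain length and held 1.87% of genes and 12.2% of assayed sites. The gene-richest group covered 20.4% of the length and held 57.9% of genes and 33.0% of assayed sites. The 3 groups between held 15.2%, 17.7% and 21.7% of assayed sites.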

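Sites in gene-rich domains changed more often than sites in gene-poor domains. Of the assayed HpaII sites 0.585% changed in the gene-poorest group of domains and 2.40% in the gene-richest. Relative to assayed sites, changed sites had ratios of 0.350, 0.612, 0.836, 1.11 and 1.44 from the gene-poorest to the gene-richest group. For hypomethylated sites the ratio rose from 0.355 to 1.35 (chi-squared p = 6.7e-309) and for hypermethylated sites from 0.338 to 1.63 (chi-squared p = 1.6e-277). Neighbouring sites are not independent, so the sites were also rotated along their chromosomes, which gave p = 0.001, the smallest possible for 1000 permutations. Among sites that moved by at least 30 points, hypermethylated sites no longer followed gene content: their ratios were 0.938, 0.793, 1.19, 0.931 and 1.06 (chi-squared p = 0.26, rotation p = 0.71), whereas hypomethylated sites still rose from 0.336 to 1.30.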

Taking this distribution into account we found that changes in DNA methylation significantly clustered in the most gene-rich TADs, no matter whether we considered hyper- or hypo-methylation events (Fig. 1d). Thus, bins in gene-dense TADs showed more changes in methylation than bins with equal CpG density in gene-poor TADs (Figure S2 in Additional file 1). Collectively, the data show that DNA methylation changes preferentially occur in chromosomal segments with a high gene density.

**Fig. 1:**
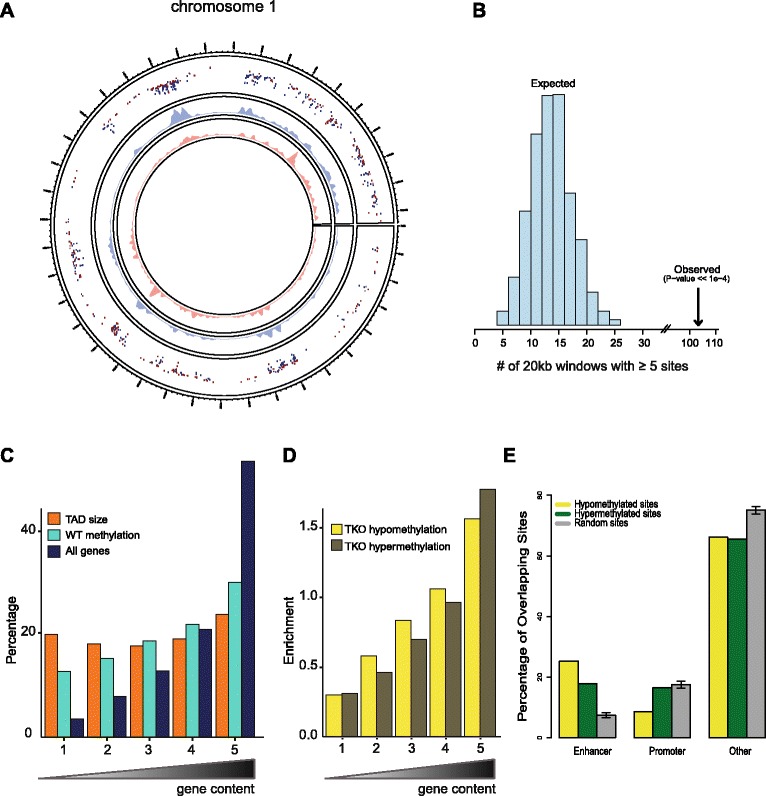
Clustered DNA methylation changes in histone H1-depleted ES cells. **a** Circos plot showing the genome-wide distribution of hypomethylated (in *blue*) and hypermethylated (in *red*) loci along the linear sequence of chromosome 1 in H1 TKO compared with wild-type ES cells, based on the HELP-tagging assay. Inner tracks show local density of respective loci. **b** Histogram of number of genomic windows (fixed size, 20 kb, non-overlapping) that contain at least five randomly chosen sites out of the complete set of roughly one million assayable sites in the HELP-tagging assay. The counts in the histogram sum to the total number of random draws, i.e., 1000. The *arrow* indicates the observed number (103) of genomic windows that contain at least five differentially methylated sites, which is significantly more than expected by chance. **c** Percentages of genes compared with the percentages of DNA methylated sites in wild-type (*WT*) ES cells in groups of TADs ranked according to the number of overlapping genes (*gene content*). The ranking on the x-axis is such that the leftmost bin contains the 20 % TADs with the lowest number of genes and the rightmost bin TADs with the highest number of genes. The genomic sizes of the groups of TADs as a percentage of the total genomic size of all TADs is plotted as a reference. **d** Ratios of both the percentage of hypermethylated or hypomethylated sites in TKO cells over the percentage of DNA methylated sites in WT ES cells in the same groups of TADs as defined before (Fig. 1d). The ratio thus measures the amount of enrichment or depletion of hyper- and hypomethylation in TKO cells in each bin. **e** Spatial distribution of genomic sites where either hypo- or hypermethylation is observed in H1-depleted cells. We analyzed the location of differentially methylated sites with respect to different types of chromatin defined by the ChromHMM algorithm (based on a large collection of mouse ES cell ChIP-Seq data from the ENCODE consortium). For comparison, we include the same distribution for a random selection of sites where DNA methylation status was determined in the HELP-tagging experiment

To investigate whether the DNA methylation changes associated with H1 depletion localized to any specific type of chromatin, we used published ES cell ChIP-seq profiles and a partitioning of the genome into different chromatin states by means of ChromHMM, a segmentation algorithm for the identification of chromatin states based on the presence of combinations of chromatin modifications [25]. We found that particularly predicted enhancers were strongly overrepresented among the DMRs (Fig. 1e). 

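Enhancer-type sites were taken as those in WT H3K4me1 peaks of both replicates and outside H3K4me3 peaks, since the ChromHMM segmentation is not used here. These 30524 sites, 2.89% of those assayed, held 12.6% of all hypomethylated sites. Of them 1535 (5.03%) lost methylation, against 1.04% of all other sites, an odds ratio of 5.04. Their mean angle rose from 50.7 in WT to 58.1 in TKO cells. Gains of methylation were also more frequent there, at 214 sites (0.701% against 0.510%, odds ratio 1.38, two-sided Fisher p = 1.2e-05). From the accumulation at enhancers the paper reasons that H1 takes part in setting methylation at potential regulatory sequences.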

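Promoter-type sites, inside WT H3K4me3 peaks of both replicates, made up 192510 of the assayed sites (18.2%). Promoters lost methylation at 1546 sites, 0.803% against 1.23% outside them (odds ratio 0.649, two-sided Fisher p = 2.7e-62, adjusted p = 3.6e-62 over 4 comparisons). With peaks of either WT replicate as promoters the odds ratio turned to 1.19 (Fisher p = 1.0e-15). Hypermethylated sites lay mostly in promoters: 4226 of them, 77.5% of all, with 2.20% of promoter sites against 0.142% of others (odds ratio 15.8). Among sites that moved by at least 30 points this odds ratio was 1.33 (Fisher p = 0.033), with 76 hypermethylated promoter sites. The mean WT angle was 71.6 at promoter sites, 19.9 elsewhere and 86.1 at hypermethylated sites. A site with a low WT angle has little room to fall, and a site with a high one little room to rise. The promoter and enhancer comparisons were not matched on WT angle, so they do not separate the class of a site from its WT methylation.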

CpG-rich gene promoters, on the other hand, appeared underrepresented among the hypomethylated sites (Fig. 1e).

In summary, a reduction in the amount of histone H1 protein results in abundant changes in DNA methylation, with some sites gaining but most sites losing methylation. Methylation changes accumulate at the most gene-dense TADs. They occur particularly at enhancer sequences, further indicating that histone H1 plays a role in controlling the DNA methylation status at potential regulatory sequences. In contrast, CpG-rich promoter sequences appear to stably maintain their methylation status in TKO cells, indicating that they control methylation levels in a histone H1-independent manner. A previous observation that H1c and H1d variants are depleted around the transcription start site of active promoters may be in agreement with this idea [26].

### Altered genomic regulatory landscape in H1 TKO cells

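DNase I hypersensitivity was mapped in 3 WT and 3 TKO libraries, and H3K4me1 and H3K4me3 in 2 immunoprecipitations per genotype. For H3K9me3 and H3K27me3, 1 peak list per genotype was used, which the authors called from pooled reads. Within 20 kb of the starts of pluripotency genes, 26 hotspot regions lay at Esrrb, 21 at Nanog, 17 at Sox2, 17 at Klf4 and 13 at Pou5f1. None of them was gained or lost, as was true of all but 7339 of 754859 regions over the genome. The WT libraries held 293319, 284343 and 331264 hotspots (113, 83.4 and 103 Mb), and the TKO libraries 260639, 281934 and 356926 (119, 106 and 95.1 Mb). H3K4me1 lists held 70344 and 59722 peaks in WT and 68441 and 68045 in TKO cells. For H3K4me3 the numbers were 33015 and 39059 in WT and 36225 and 37057 in TKO cells. Hotspot and peak scores are the authors' own, and the header of the second WT H3K4me3 list names the input of the first replicate.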

To further characterize the consequences of histone H1 depletion on the regulatory chromatin landscape of ES cells, we determined the distribution of DNase hypersensitivity sites (DHSs), H3K4me1, H3K4me3, H3K27me3, and H3K9me3 sites across the genome of H1 TKO ES cell lines and their wild-type counterparts. Overall, the histone modification distributions looked similar between the wild-type, TKO cells and those published by ENCODE for another ES cell line (Fig. 2a; Figure S3 in Additional file 1). 

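Peak lists of the promoter mark H3K4me3 overlapped about as well between genotypes as within them. Their Jaccard index, the shared over the combined length, averaged 0.644 between WT and TKO lists (0.575 to 0.686) and 0.666 between replicates. For the enhancer mark H3K4me1 the index averaged 0.377 between genotypes (0.372 to 0.382) and 0.472 between replicates (0.425 to 0.518). Lists of different marks overlapped far less, with a mean of 0.0697 and a maximum of 0.201. Peak lists of the ENCODE project are not used here.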

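Most merged hotspot regions were called in 1 DNase-seq library. Merging the 6 lists gave 754859 regions, of which 103529 (13.7%) had a hotspot in all 6 libraries. In contrast, 62.7% of regions had a hotspot in 1 library only. The mean number of hotspots was 302975 ± 24906 in WT and 299833 ± 50577 in TKO libraries (SD, n = 3 each), a ratio of 0.990 (two-sided exact permutation p = 0.9). The ratio rose above 1 without WT replicate 3 (1.04), without TKO replicate 1 (1.05) or without TKO replicate 2 (1.02). With 3 against 3 libraries the smallest possible exact p is 0.1, so no difference in number could have reached 0.05.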

Roughly identical numbers of DHSs were scored in the two conditions (281,934 in TKO versus 293,319 in wild type, medians over triplicates). When ranked according to their delta DHS signal, de novo formed DHSs were clearly appreciable, but there was little evidence for complete loss of DHSs in H1 TKO cells (Fig. 2b). 

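New and lost hypersensitive sites occurred near genes that the paper names. A new site appeared close to the start of Dnmt1, the maintenance DNA methyltransferase gene (9:20753263-20753720), and another was lost there (9:20769269-20769679). In the Hoxc cluster, whose genes pattern the body axis, 1 site was lost between Hoxc10 and Hoxc6 (15:102810316-102810845). A region counted as gained with a hotspot in all 3 TKO libraries and none in WT, and as lost in the opposite case, which gave 4745 gained and 2594 lost regions. Their median lengths were 320 and 316 bp. With 2 of 3 libraries as the limit the numbers were 24006 and 19312, and with the stronger hotspots only they were 2942 and 2246. In the last setting a gained region can overlie a weaker WT hotspot, and a lost one a weaker TKO hotspot.

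Every library moved these counts when left out. Gained and lost regions numbered 7821 and 7665 without WT replicate 1, 7318 and 9012 without WT replicate 2, and 7692 and 7823 without WT replicate 3. They were 11299 and 5523 without TKO replicate 1, 9946 and 4041 without TKO replicate 2, and 12251 and 3824 without TKO replicate 3.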

Chromatin-associated histone H1 was previously found to interfere with the binding of histone methyltransferase SET7/9, thereby preventing methylation of H3K4 [13]. Statistical analysis of ChIP-seq differential enrichment (see “Materials and methods”) revealed no change in the overall numbers of H3K4me1 sites across the genome but did show a high number of sites that gained (6536) or lost (7319) mono-methylation, indicating dynamic changes in this enhancer mark (Figure S4a in Additional file 1). 

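H3K4me1 fell inside Setd7, near its start, the gene of the H3K4 methyltransferase SET7/9 (3:51358901-51360700, log2 −1.78 in the authors' deposited table). It also fell near Hoxc10, a posterior Hox gene (15:102777701-102779100, log2 −1.57). At an adjusted p under 0.05 and at least a 2-fold change, the authors' deposited diffReps table holds 7572 gained and 7446 lost H3K4me1 sites. Their median log2 was 1.58 and −1.86. At an adjusted p under 0.001 in that table 4480 gains and 4429 losses remain, and at a log2 change of at least 1.5 there are 4465 gains and 5724 losses.

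The peak lists gave 8391 regions with H3K4me1 in both TKO replicates and neither WT replicate, and 3849 in the opposite case. With 50% overlap as the limit the gains were 13146, and with stronger peaks only the numbers were 4789 and 2355. Leaving out a library raised both: 13900 and 10885 without WT replicate 1, 12117 and 13613 without WT replicate 2, 19424 and 5519 without TKO replicate 1, and 15941 and 7309 without TKO replicate 2.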

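H3K4me3 rose near Pou5f1, the OCT4 gene (17:35622901-35623900, log2 1.57), and at 2 sites beside Hist1h1c, an inactivated H1 gene (13:23828301-23830800, log2 1.93, and 13:23844801-23845800, log2 1.61, all in the authors' deposited table). At an adjusted p under 0.05 and at least a 2-fold change, that diffReps table holds 2890 gained and 610 lost H3K4me3 sites. The ratio is 4.74, with a median log2 of 2.00 and −1.94. At an adjusted p under 0.001 in the same table 1058 gains and 255 losses remain. Whether the inactivated sequence itself moved the signal at Hist1h1c was not tested.

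Counting peaks instead gave 787 regions in both TKO and neither WT replicate and 1831 in the opposite case. With stronger peaks only the numbers were 294 and 509. They were 867 and 7559 without WT replicate 1, 2504 and 2493 without WT replicate 2, 2340 and 3180 without TKO replicate 1, and 2884 and 2889 without TKO replicate 2.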

When looking at the H3K4me3 ChIP-seq results we found four times more sites with increased than with decreased levels of trimethyation (2043 versus 495) (Figure S4b in Additional file 1). 

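Around Suv39h1, the gene of an H3K9 methyltransferase, no site changed in DNA methylation, H3K4 methylation or hypersensitivity within 20 kb of the gene start. H3K9me3, the heterochromatin mark that SUV39H1 writes, had 23530 peaks in WT and 26046 in TKO cells. Of these 83.6% of WT peaks and 71.0% of TKO peaks touched a peak of the other genotype. The lists covered 36.8 and 42.7 Mb with a Jaccard index of 0.650. With 50% reciprocal overlap as the limit, 53.9% of WT peaks were shared, and 46.4% with stronger peaks only. In the latter setting weaker peaks of both genotypes were left out, so a strong WT peak over a weaker TKO peak counts as unshared.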

Surprisingly, compared with the abundant changes observed for the active marks H3K4me1 and H3K4me3, changes in the repressive histone modifications H3K9me3 and H3K27me3 were almost negligible. 

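H3K27me3, the Polycomb mark, was listed at 11690 WT and 17960 TKO peaks. Nearly all WT peaks (95%) touched a TKO peak, while 51.0% of TKO peaks touched a WT peak. The Polycomb lists covered 29.9 Mb in WT and 49.6 Mb in TKO cells, with a Jaccard index of 0.568. The shared part of WT peaks was 48.0% with 50% reciprocal overlap and 55.4% with stronger peaks only. For the latter both lists were cut, so a strong WT peak over a weaker TKO peak counts as unshared. Each genotype has 1 pooled list per mark, so no spread between replicates stands behind these shares, and counts of sites past a fold-change limit are not analysed here.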

When using the same fold change cutoffs as used to identify sites with an altered H3K4 methylation status, only a few dozen sites showed dynamic changes in the repressive H3K9me3 and H3K27me3 marks (not shown). A largely unaltered distribution of these repressive marks seems surprising given our earlier finding that histone H1 physically recruits the heterochromatin-specific histone H3 lysine 9 methyltransferase Su(var)3-9 in *Drosophila* [27] but is in agreement with our observations that the intranuclear distribution of histone marks H3K27me3/H3K9me2 and heterochromatin-associated factors such as HP1a, HP1b, and MeCP2 appeared normal by immunofluorescence [12].

**Fig. 2:**
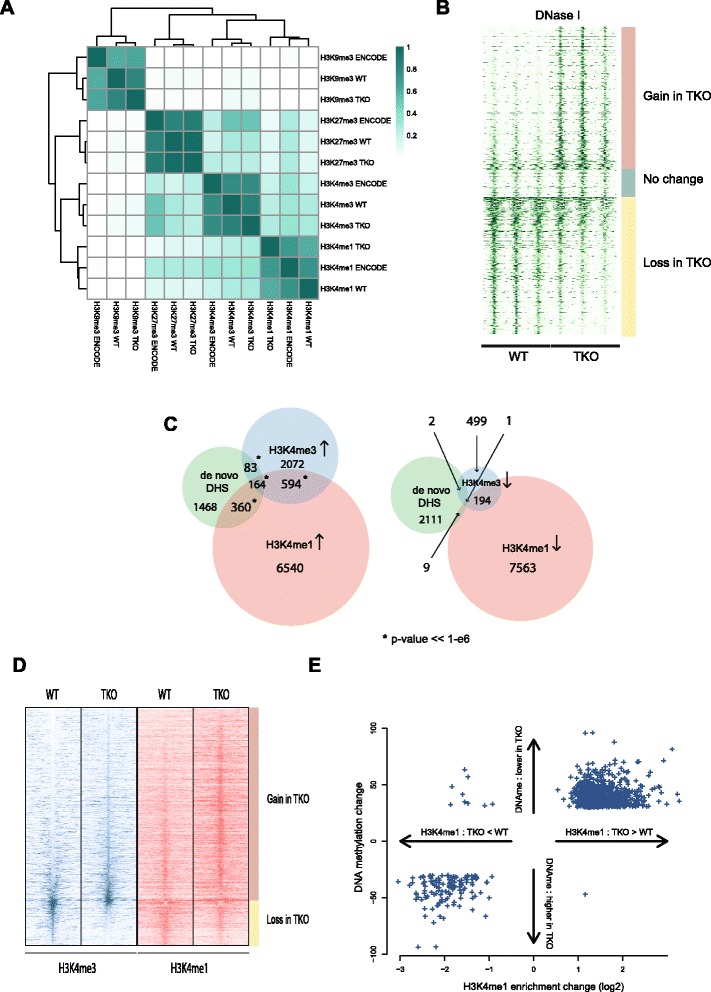
Altered genomic regulatory landscape in H1 TKO cells. **a** Clustered heatmap of fraction of overlap of enriched regions (peaks) in ChIP-sequencing experiments. We compare our ChIP-seq data for the histone modifications H3K4me1, H3K4me3, H3K27me3, and H3K9me3 in wild-type (*WT*) and TKO cells to ChIP-seq data for these marks published by the ENCODE consortium in another mouse ES cell line. **b** Heatmap of DNase-seq coverage in triplicate experiments in WT and H1 TKO cells. Genome-wide statistical analysis of differences in DNase-seq coverage between WT and TKO cells revealed 2123 sites (*top*) with a gain and 2043 sites (*bottom*) with a loss of DNaseI hypersensitivity in TKO cells, respectively. The rows of the heatmap correspond to these ~4000 sites, ordered by log-fold change in coverage, with a random collection of unaltered DNaseI hypersensitive sites in between. **c** Venn diagrams that contain counts of sites that gain (*left*) or lose (*right*) enrichment of the histone marks H3K4me1 and H3K4me3 and their overlap with the 2123 newly formed DHSs in TKO cells. **d** Heatmaps of ChIP-seq enrichment for histone marks H3K4me1 and H3K4me3 in WT and H1 TKO cells. Profiles represent averages over duplicate experiments. Genomic sites represented by rows in the heatmap are sites where significant changes in H3K4me3 enrichment are observed. Rows are ranked by the magnitude of that change from top to bottom in descending order of increase in H3K4me3 enrichment in TKO cells. **e** Scatter plot of changes in H3K4me1 enrichment and DNA methylation at sites where significant changes in both are observed

We next wished to understand the relationship between these epigenetic changes. Since differences in DHSs were clearest for the 2123 newly formed DHSs, we focused on those DHSs and asked whether their formation coincided with other epigenetic changes. Interestingly, these sites were statistically significantly enriched (Figure S5 in Additional file 1) for the binding motifs of a number of pluripotency factors, including *Klf4* (three-fold enrichment, as judged by HOMER [28]), but also *Oct4* (two-fold) and *Sox2* (two-fold). This suggests that histone H1 normally serves to occlude these sites, which may be in agreement with the earlier observation that wild-type H1 levels are necessary for normal ES cell differentiation and the concomitant repression of *Oct4* expression [29]. 

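The long noncoding RNA gene Meg3 (also called Gtl2) gives an example: a new hypersensitive site upstream of its start (12:110770338-110771306) lies inside a region that gained H3K4me1 (12:110768601-110772800, log2 3.11 in the authors' deposited table). Of the new sites, 383 (8.07%, 95% Wilson interval 7.33 to 8.88%) overlapped a gain of H3K4me1, against 1.60% of other hotspot regions (odds ratio 5.38, two-sided Fisher p = 1.5e-140). Rotating the sites along chromosomes gave a mean of 81.1 overlaps (one-sided permutation p = 0.001, the smallest possible). A gain of H3K4me3 was found at 101 new sites (2.13% against 0.588%, odds ratio 3.68, Fisher p = 1.2e-26), and either gain at 441 (9.29%).

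Losses were rare at new sites. H3K4me1 was lost at 23 (0.485% against 1.29%, odds ratio 0.374, Fisher p = 4.2e-08) and H3K4me3 at 2 (0.0421% against 0.125%, p = 0.14). The adjusted p-values over these 4 comparisons were 6.2e-140 and 2.4e-26 for the gains and 5.6e-08 and 0.14 for the losses.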

Nearly one-third of the new DHSs also showed a gain in either H3K4me1 (*p* < 1e-6, significance of overlap in hypergeometric test) or H3K4me3 (*p* < 1e-6) or both, whereas loss of these marks was very infrequently observed at new DHSs (Figure 2c; Additional file 2). 

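Hist1h1d, 1 of the 3 inactivated H1 genes, has 2 new hypersensitive sites near its start (13:23636739-23636910 and 13:23645186-23646329). A part of the inactivated sequence in these sites was not tested. Within 20 kb 2 HpaII sites were hypomethylated, with a mean angle of 54.7 in WT and 84.1 in TKO cells, while 7 were hypermethylated and the mean over all 50 sites fell from 60.6 to 55.9. Of the new sites 1456 contain an assayed HpaII site. Among these, 185 (12.7%, 95% Wilson interval 11.1 to 14.5%) held a hypomethylated site, against 5.07% of 151455 other hotspot regions (odds ratio 2.73, two-sided Fisher p = 3.2e-29, adjusted 6.5e-29 over 2 comparisons). Relative to all new sites the 185 are 3.90%. A hypermethylated site was found in 5 (0.343%, 0.147 to 0.801%, against 2.89%, Fisher p = 1.2e-12). Within 500 bp the counts were 275 and 8, and with sites open in 2 of 3 libraries they were 435 and 17.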

More than 10 % (256/2123) of the new DHSs also revealed loss of DNA methylation, while the opposite, hypermethylation, was rarely found at these sites (19 times) (Figure S6 in Additional file 1). 

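Both H3K4 marks changed at the inactivated H1 genes, in part in opposite directions. At Hist1h1c a loss of H3K4me1 (13:23829601-23830900, log2 −2.25 in the authors' deposited table) overlapped a gain of H3K4me3 (13:23828301-23830800, log2 1.93). At Hist1h1d a gain of H3K4me1 (13:23644501-23646000) overlapped a gain of H3K4me3 (13:23645101-23646400), and a loss of H3K4me1 (13:23646001-23647100) overlapped the end of that gain and a loss of H3K4me3 (13:23646201-23648400). At Hist1h1e a loss of H3K4me1 (13:23712201-23713500) met a loss of H3K4me3 (13:23713301-23715000), and H3K4me1 was gained nearby (13:23709901-23711100). At each of these genes a lost region covers the gene start. Whether the inactivated sequence itself moved the signal there was not tested. Over the genome 735 H3K4me3 gains (25.4%) overlapped an H3K4me1 gain and 35 (1.21%) a loss. Of H3K4me3 losses 172 (28.2%) overlapped an H3K4me1 loss and 3 (0.492%) a gain. The odds ratio for shared direction was 1204 (two-sided Fisher p = 2.3e-148).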

When focusing on H3K4me3 sites, those with increased H3k4me3 levels often (>25 %) also showed a gain (and seldom a loss) in H3K4me1, while sites losing H3K4me3 frequently showed concomitant loss of H3K4me1 (also >25 %) (Fig. 2c). 

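Rian, a maternally expressed noncoding RNA gene, lost methylation at 2 of 40 sites within 20 kb of its start (mean angle 22.7 to 45.2) and gained H3K4me1 at 3 regions there, along with 1 new hypersensitive site. Across the genome 1250 hypomethylated sites (10.2%) lay in regions that gained H3K4me1 and 19 in regions that lost it. Hypermethylated sites showed the opposite: 150 (2.75%) lay in regions losing H3K4me1 and 15 in regions gaining it. Among sites in changed H3K4me1 regions the odds ratio was 658 (two-sided Fisher p = 2.2e-162).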

Finally, when considering the differentially methylated CpGs, sites with reduced methylation in TKO cells were often enriched for H3K4me1 marks and, vice versa, hypermethylated sites frequently lost H3K4me1 (Fig. 2e).

In summary, the depletion of histone H1 has little impact on the genome-wide distribution of the repressive histone modifications H3K27me3 and H3K9me3, but changes the active chromatin H3K4me1 and H3K4me3 signatures of thousands of sites across the genome. Many of them show concomitant loss or gain of multiple chromatin marks associated with regulatory activity. Nearly invariably these combinatorial changes are either all positively or all negatively contributing to an active chromatin signature, implying that they can cooperate to strengthen or dampen the regulatory potential of a site.

### Epigenetic changes accumulate in gene-dense TADs

We then wished to understand where in the genome these epigenetic changes take place. For this we again considered TADs as the genomic units of interest and we intersected the various datasets with the previously defined five classes of TADs. 

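The gene-richest group of domains held the largest share of each regulatory mark of WT cells. The gene-poorest group of domains contained 8.75% of DNase hotspots, 4.65% of H3K4me1 peaks and 8.00% of H3K4me3 peaks. The gene-richest group contained 36.1%, 46.1% and 43.8%. The groups between rose steadily, with 13.6%, 17.8% and 23.7% of DNase hotspots. Gene-rich domains thus held a smaller share of each mark than of genes.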

Not surprisingly, the general distribution of DHSs and H3K4me1 and H3K4me3 sites in wild-type (and TKO) cells closely followed that of genes, with all of these marks specifically accumulating in the most gene-dense TADs (Figure S7a in Additional file 1). The same was true for H3K27me3, while H3K9me3 distributed more equally across TADs with different gene density, albeit slightly accumulated in both the most gene-poor as well as the most gene-rich TADs (Figure S7b in Additional file 1). 

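Polycomb-marked regions had their largest share in the gene-richest group of domains. WT H3K27me3 peaks rose from 5.84% in the gene-poorest to 44.7% in the gene-richest group, and TKO peaks from 6.95% to 40.2%. Heterochromatin marked by H3K9me3 had another profile, with 26.8%, 20.5%, 17.0%, 14.8% and 20.9% of WT peaks from the gene-poorest to the gene-richest group. In TKO cells these shares were 26.7%, 20.5%, 16.5%, 15.5% and 20.8%.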

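Lost hypersensitive sites were more frequent in gene-poor domains than WT hotspots are. Their ratio to WT hotspots was 1.55, 1.21, 1.10, 0.898 and 0.803 from the gene-poorest to the gene-richest group (chi-squared p = 6.2e-27, adjusted p = 1.2e-26 over 8 kinds of site). Gained sites also fell, from 1.35 in the gene-poorest to 0.861 in the gene-richest group, so the fall is not specific to loss. Lost sites had a median length of 316 bp, against 837 bp for regions with a hotspot in all 6 libraries. Whether short sites are spread differently over domains was not tested. Lost H3K4me3 sites had ratios of 0.921, 1.62, 1.07, 0.979 and 0.844 (chi-squared p = 2.2e-06, adjusted 2.5e-06). Their highest group moved with the definition of domains: the second here and with fixed 1 Mb windows (1.39), the gene-poorest with stronger borders (1.56, against 1.08 in the second), and the third with genes per Mb (1.42, closely followed by the gene-poorest, against 1.09 in the second). Sites within 1 domain are not independent of each other, so these p-values overstate the number of separate observations.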

When correcting for their overall distribution there was no obvious enrichment of sites losing DHS or H3K4me3 signal in any of the TAD bins (Fig. 3a). This suggests that sites showing loss of hypersensitivity or loss of the promoter mark H3K4me3 are distributed proportional to the overall genomic localization of DHSs and H3K4me3 sites. In contrast, sites losing H3K4 monomethylation in H1 TKO cells were significantly depleted (chi-squared test *p* < 10^−6^) from the most gene-dense TADs and appeared to accumulate in the gene-poorest TADs (Fig. 3b). This could indicate that normal histone H1 levels are needed for proper maintenance of H3K4me1 levels in inactive chromatin surroundings. 

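Gene-poor domains lost H3K4me1 far beyond their share of the mark. Relative to WT H3K4me1 peaks, lost sites had ratios of 3.44, 1.85, 1.36 and 0.895 in the first 4 groups and 0.517 in the gene-richest group (chi-squared statistic 2340). Near Hist1h1c, in the histone gene cluster of chromosome 13, 3 regions also lost the mark. The gene-content group of the domain around Hist1h1c was not examined, nor whether the inactivated sequence itself moved the mark there.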

Alternatively, H3K4me1 sites in active chromatin surroundings are relatively protected against demethylation. To further investigate if epigenetic alterations occurred at specific genomic locations, we looked at de novo acquired active chromatin marks. We defined de novo DHSs as those that were exclusively identified in TKO cells but also lacked threshold H3K4me1 or H3K4me3 levels in wild-type cells. Similarly, we defined de novo formed H3K4me1 sites as those scoring positive for this mark only in TKO cells and also lacking significant H3K4me3 and DHS signal in wild-type cells. These non-bookmarked sites are ubiquitously present and their conversion into active sites may, therefore, a priori take place anywhere in the genome. However, new DHSs and new H3K4me1 sites both preferentially accumulated again in the most gene-dense TADs (Fig. 3c, d). Thus, despite being a generic chromatin component present throughout the genome, depletion of H1 results in a preferential gain of the active H3K4me1 and H3K4me3 chromatin marks within the most gene-dense TADs. These TADs are already dense in such regulatory chromatin signatures and this, we speculate, may create sensitized chromatin that is exquisitely susceptible to further epigenetic changes. 

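De novo hypersensitive sites were those gained in TKO cells that lay outside WT H3K4me1 and H3K4me3 peaks, and 3946 of the 4745 gained sites met this. Gene-rich domains held the largest raw share: 28.2% of de novo hypersensitive sites lay in the gene-richest and 13.5% in the gene-poorest group. Relative to WT hotspots the ratio fell from 1.54 to 0.782 (chi-squared p = 6.9e-45, adjusted p = 2.7e-44). These WT hotspots include those in WT H3K4me1 and H3K4me3 peaks, which de novo sites leave out. The ratio therefore mixes this restriction with the distribution of new sites. Of de novo H3K4me1 peaks, those of the gained regions outside WT H3K4me3 peaks and hotspots (960 of 8391), 47.6% lay in the gene-richest and 2.94% in the gene-poorest group. Their ratio to WT H3K4me1 peaks rose from 0.632 through 0.826 and 1.04 to 1.05 and 1.03 (chi-squared p = 0.043, adjusted 0.043). This difference was no longer past 0.05 with fixed 1 Mb windows (chi-squared p = 0.29) or with stronger borders (p = 0.28), while genes per Mb gave p = 5.3e-04 with another order of groups, 0.511, 1.05, 0.905, 1.19 and 0.971. From these distributions the paper proposes, as a speculation, that being dense in regulatory marks may make the chromatin of a domain sensitive to further changes.

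All gained hypersensitive sites, without this restriction, had ratios from 1.35 in the gene-poorest to 0.861 in the gene-richest group (chi-squared p = 2.6e-22). H3K4me3 gains were highest in the middle group (0.663, 0.697, 1.47, 1.04 and 0.956, chi-squared p = 4.3e-29), as were H3K4me1 gains (1.00, 1.01, 1.31, 0.966 and 0.917, p = 1.8e-21). The highest group depended on the definition of domains. For H3K4me1 gains it was the gene-poorest with fixed 1 Mb windows (1.49) and the second with genes per Mb (1.28) or stronger borders (1.31). For H3K4me3 gains it was the middle group with fixed 1 Mb windows (1.10) and the second with stronger borders (1.19). With genes per Mb it was the fourth (1.110), closely followed by the second (1.105).

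**Figure D1:**
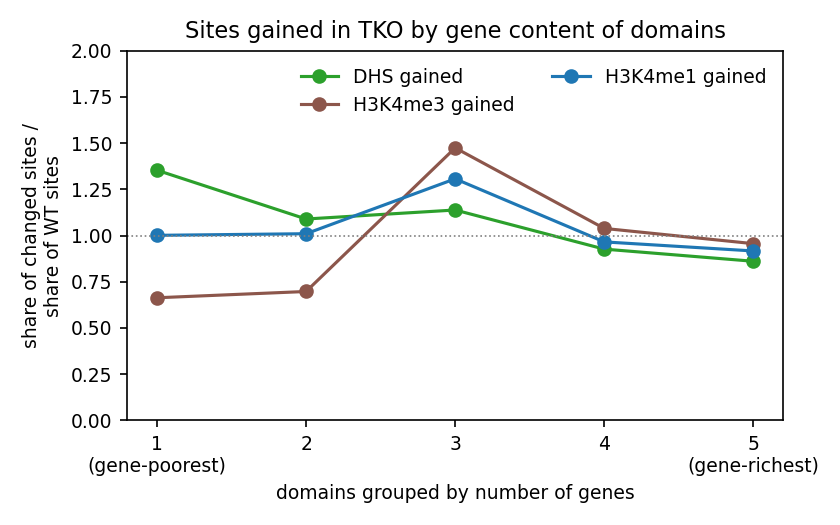
Ratio of the share of gained sites to the share of WT sites (y axis) in 5 groups of domains from gene-poorest to gene-richest (x axis), for hypersensitive sites, H3K4me3 and H3K4me1. H3K4me3 and H3K4me1 are highest in the middle group for these domains; with other definitions of domains the highest group differs, except for H3K4me3 with fixed 1 Mb windows.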

An alternative, not mutually exclusive, explanation is that these TADs form nuclear compartments where the corresponding chromatin modifying enzymes accumulate to cooperatively establish and maintain the required dense landscape of regulatory sites. Perturbing the integrity of the chromatin template, as occurs when H1 histone levels are reduced, may further stimulate local mass action and increase the chance to modify neighboring chromatin sites. Precedence for local cooperative action exists: it was recently shown in *Drosophila* that clustered low affinity binding sites better accumulate PcG proteins than their more isolated counterparts elsewhere in the genome [30].

**Fig. 3:**
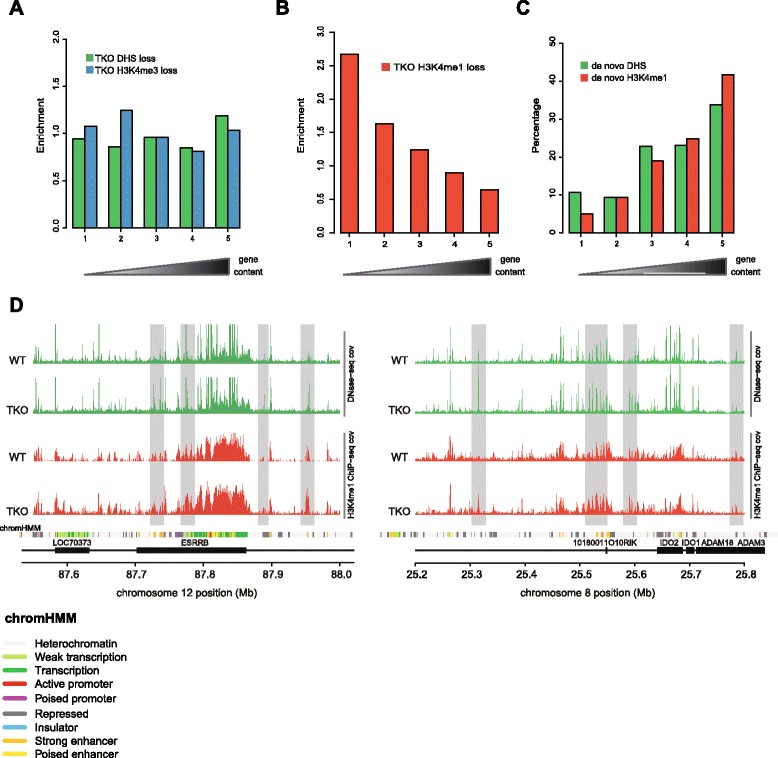
Epigenetic changes accumulate in gene-dense TADs. **a** Ratio of (the percentage of) sites with a significant loss of DHSs in TKO cells, over the (percentage of) DHSs in wild-type (*WT*) ES cells in groups of TADs. The TADs are ordered based on gene content and grouped in equally sized bins (same ordering as in Fig. 1d), with the most gene poor TADs on the left. An analogous ratio is plotted for the sites that lose H3K4me3 in TKOs, but here the ratio is computed relative to the WT sites with H3K4me3 enrichment. **b** Same as panel (**a**), but for sites that significantly lose H3K4me1 enrichment in TKO cells (with the ratio compared relative to the WT H3K4me1 sites). **c** Percentages of de novo DHSs in groups of TADs ranked according to the number of overlapping genes (same ranking as in (**a**, **b**)). Also shown are the percentages of de novo H3K4me1 sites in TKO ES cells. **d** Example of two loci, one on chromosome 12 and one on chromosome 8, where several novel DHSs appear which co-occur with changes in H3K4me1 in TKO ES cells (highlighted in *grey*). Normalized DNase-seq coverage is plotted in *green* (averaged over triplicate experiments in WT and TKO) and normalized H3K4me1 ChIP-seq coverage is plotted in *red* (averaged over duplicates). *Black boxes* indicate genes and a track containing the different computationally predicted chromatin states in WT mouse ES cells (*chromHMM*) is shown as a reference

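The chromosome 12 locus contains the start of Esrrb, which encodes an orphan nuclear receptor of the pluripotency network. Within 12:87600001-88000000 there was 1 gained hypersensitive site (12:87665403-87665640) and 3 gained H3K4me1 regions, with log2 1.46, 1.19 and 1.70 in the authors' deposited table. H3K4me3 was lost at 1 region there (log2 −2.86), and 7 of 343 HpaII sites were hypomethylated, from a mean angle of 32.6 to 69.3. Another 1 was hypermethylated, and the mean over all 343 sites was 31.3 in WT and 33.0 in TKO cells. The chromosome 8 locus had 3 gained hypersensitive sites (8:25507499-25508111, 8:25540886-25541261 and 8:25711845-25712049). The second of these overlapped a gain of H3K4me1 (8:25541001-25542000, log2 2.18), 1 of 4 gains at the locus beside 2 losses. There 5 of 261 HpaII sites were hypomethylated, from 33.8 to 61.3, and 1 was hypermethylated. The mean over all 261 sites was 20.3 in WT and 24.3 in TKO cells.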

### Genes with altered expression are proportionally distributed across the genome

To investigate how the altered regulatory chromatin landscape functionally translates into gene expression changes, we assayed the genome-wide transcriptome. 

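Transcripts of the inactivated linker histone genes were lower in TKO cells, in FPKM (fragments per kilobase of transcript, scaled to library size). Hist1h1c (H1.2) fell from 7.24 to 1.28 FPKM, with log2 −2.50 and q = 0.024 in the authors' deposited table. Hist1h1d (H1.3) went from 0.737 to 0.0565 and Hist1h1e (H1.4) from 0.514 to 0.0845 FPKM, both too low to be called. How fully the RNA libraries capture transcripts of histone genes was not tested. The tables hold 1 FPKM value per genotype, pooled by the authors from 2 WT and 3 TKO libraries, for 29550 RefSeq transcripts. Summed over transcripts this gives 21981 gene symbols, of which 11634 reach 1 FPKM in either genotype. No value per library is used here, so the RNA results carry no spread between replicates.

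**Figure D2:**
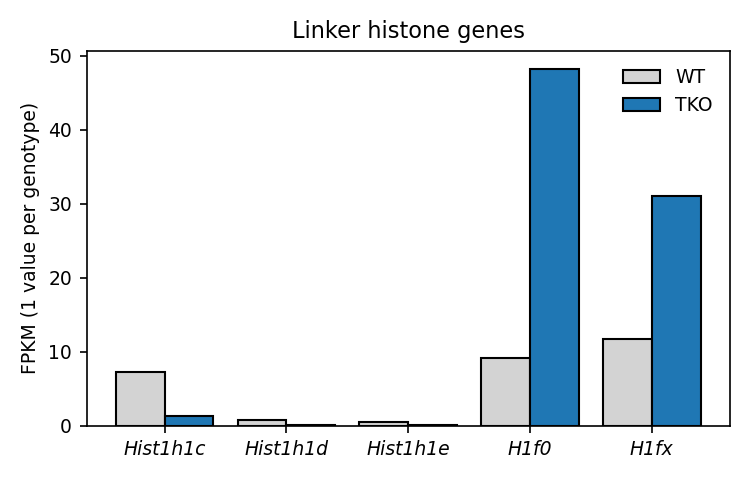
FPKM (y axis) in WT and TKO cells for 5 linker histone genes (x axis), 1 pooled value per genotype. Hist1h1c is lower and H1f0 and H1fx are higher in TKO cells. How fully the libraries capture each transcript was not tested, so levels are not compared between genes.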

RNA-seq confirmed previous observations obtained by microarray analysis. 

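Of the genes that define ES cells, few were called as changed. Pou5f1 had 438 FPKM in WT and 389 in TKO cells, Sox2 had 101 and 106, Nanog 101 and 150, Klf4 23.1 and 21.2, and Esrrb 56.6 and 61.5. Of 21 pluripotency genes in the table 1 was called, Klf2, a Krüppel-like factor gene of the naive state (37.3 to 17.9, log2 −1.06, q = 0.35 in the authors' deposited table). The larger rises that stayed uncalled were those of Dppa3, a marker of naive cells (25.0 to 39.4), and Gdf3, a TGF-beta ligand gene (43.9 to 66.5). Across all 21981 genes WT and TKO values correlated at a Pearson r of 0.985 (log2 of FPKM plus 1) and a Spearman rho of 0.979, and 92.7% of genes at 1 FPKM or more stayed within a 2-fold change.

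Lineage genes were seldom called, and many were too low to be, since every called transcript reached 1 FPKM in the higher genotype. That level was reached by 6 of 15 neural, 6 of 15 primitive endoderm, 8 of 12 trophectoderm and 1 of 13 two-cell-like genes. Of the neural list only Otx2, an early ectoderm factor gene, was called (22.5 to 45.5, log2 1.02, q = 0.47), while Fgf5, an epiblast growth factor gene (10.4 to 19.4), and Ncam1, a neural adhesion gene (5.15 to 2.69), moved without being called. The 6 primitive endoderm genes at that level had a median log2 of −0.89, and the list included the basement membrane collagens Col4a1 (14.0 to 5.34, log2 −1.39) and Col4a2 (7.72 to 2.53, log2 −1.61) as the 2 called of 15. Trophectoderm genes included the keratin genes Krt8 (44.4 to 13.5, log2 −1.72) and Krt18 (72.0 to 28.6, log2 −1.33) as the 2 called of 12. In the same libraries all 17 listed fibroblast genes at 1 FPKM or more in WT cells were lower in TKO cells (median log2 −1.73), so which cells the falling collagen and keratin RNA came from was not resolved. No gene of the two-cell-like state was called. FPKM values are the authors' means, without a spread of their own.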

Transcription of the vast majority of genes is not affected in TKOs and the cells still clearly harbor an ES cell identity (Fig. 4a). 

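The largest rises in the authors' deposited table are 17 transcripts listed at 0 in WT cells, which tie because their log2 is set to 5. The 10 genes with the smallest p among them are Hexim2 (a P-TEFb inhibitor), Phf21b (a chromatin reader), Gprasp2 (receptor sorting), Slc39a8 (zinc import), Dnajb2 (a chaperone), Fgfrl1 and Fgf8 (FGF signalling), Acot7 (lipid metabolism), Gtpbp8 (a GTPase) and 5730528L13Rik (uncharacterized). The tie also holds Suv39h2 (an H3K9 methyltransferase), Rbm3 (RNA binding), Pacsin2 (endocytosis), Ppm1b (a phosphatase), Tro (cell adhesion) and 0610007P22Rik (uncharacterized), named after their values were seen, and a transcript without a gene symbol. The largest falls of single transcripts belong to Papd5, a poly(A) polymerase gene (2.68 to 0.0166 FPKM, log2 −7.34, q = 0.88), and to transcripts listed at 0 in TKO cells. The latter are of Mapk8ip3 (axonal transport), Lpar1 (lipid receptor), Cntfr (cytokine receptor), Slc25a44 (mitochondrial carrier), Dlg4 (synaptic scaffold), Hnrnpa3 (RNA binding), Ifi27l1 (interferon-inducible), Jdp2 (an AP-1 repressor) and a second transcript of Gprasp2. Summed over all transcripts of a gene, Phf21b, Slc39a8 and Fgf8 were at least 2-fold higher among the rises listed from 0. Among the falls, Papd5 (13.4 and 13.9 FPKM in WT and TKO cells), Mapk8ip3 (11.9 and 12.6), Hnrnpa3 (11.1 and 11.6) and Dlg4 (4.21 and 3.95) kept similar sums, whereas Ifi27l1 (9.41 and 1.49), Jdp2 (1.96 and 0.697) and Lpar1 (3.75 and 1.60) fell as genes. Falls with q under 0.05, chosen after the values were seen, include the interferon-response genes Isg15 (10.9 to 1.03, log2 −3.41) and Usp18 (3.84 to 0.256, log2 −3.91). Also among them are Ly6a, a stem cell surface antigen (20.7 to 1.99, log2 −3.38), Ereg, an EGF-family ligand gene (4.21 to 0.413, log2 −3.35), and Mgp, a matrix protein gene (20.0 to 1.99, log2 −3.33).

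At q under 0.05 the table calls 179 transcripts, 18 up and 161 down (89.9%). Its full set of 598 transcripts from 570 symbols has 93 up and 505 down (84.4%). The falls include 14 of 20 listed fibroblast genes, 9 of them at q under 0.05. Which cells the RNA of the falling genes came from was not resolved.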

We again found a small subset of genes (<200), apparently randomly distributed across all chromosomes, that showed a significant twofold or higher change in expression, the majority (>75 %) of which showed reduced levels of transcription (Fig. 4b). Among those were the previously described *Hox* genes [31], while the most prominently upregulated genes included a series of paternally imprinted genes [12] (Fig. 4c). 

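Of the Hox genes, which pattern the body axis, 4 were called lower, from low levels. Hoxb9 went from 3.15 to 0.737 FPKM (log2 −2.10, q = 0.23 in the authors' deposited table), Hoxc6 from 2.50 to 0.401 (log2 −2.64, q = 0.22), Hoxc8 from 1.89 to 0.445 (log2 −2.09, q = 0.50) and Hoxc10 from 1.65 to 0.277 (log2 −2.58, q = 0.32). These 4 are the only calls among 39 Hox genes, of which 7 reach 1 FPKM, with a median log2 of −1.96 over these 7. Hoxd13 (1.46 to 0.395) and Hoxa10 (1.20 to 0.141) also fell without being called. Fibroblast genes fell in the same libraries (14 of 20 listed were called lower), and which cells the Hox RNA came from was not resolved.

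Maternally expressed noncoding RNA genes of the Dlk1-Dio3 region rose: Rian from 4.15 to 19.5 FPKM (log2 2.23, q = 0.012) and Mirg from 0.377 to 6.17 (log2 4.03, q = 0.0089). A Meg3 transcript rose from 2.25 to 5.75 (log2 1.35, q = 0.69), and H19, from the Igf2 region, rose from 7.20 to 19.0 (q = 0.40). These 4 are the calls among 17 maternally expressed genes. Of 26 paternally expressed genes, Igf2, a fetal growth factor gene, fell (called transcript 16.1 to 3.41, log2 −2.24, q = 0.018), as did Plagl1, a zinc finger gene (6.37 to 2.21, log2 −1.52, q = 0.059). The listed fibroblast genes fell by a similar amount in the same libraries (median log2 −1.73 over 17 genes). Which cells the Igf2 and Plagl1 RNA came from was therefore not resolved. Dlk1, the Notch-ligand-like gene next to Meg3, stayed low (1.12 to 0.673).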

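On the X chromosome the Rhox cluster of reproductive homeobox genes held no call, with 2 of 11 genes at 1 FPKM or more. Rhox6 (4.67 to 9.85 FPKM) and Rhox9 (3.77 to 7.84) rose without being called, and Rhox5 is absent from the table. Of 569 called genes with a chromosome, 22 (3.87%, 95% Wilson interval 2.57 to 5.78%) were X-linked, against 4.44% of all genes (odds ratio 0.863, two-sided Fisher p = 0.61). Among 88 higher genes 7 were X-linked (7.95%, Fisher p = 0.11), and among 482 lower genes 16 were (3.32%, p = 0.26). At q under 0.05 the share was 4 of 176 (2.27%, Fisher p = 0.20). Adjusted over these 4 comparisons the p-values are 0.61 for all calls and 0.35 for each of the others.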

The slight overrepresentation of X-linked genes that was previously apparent among 29 dysregulated genes [12] was no longer appreciable in this larger set of differentially expressed genes. Previous detailed characterization of two of the most strongly upregulated loci in TKO cells, the paternally imprinted *Gtl2* locus and the *H19* locus, revealed hypomethylation of their imprinting control regions [13]. 

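Around the start of Meg3 (Gtl2) 11 of 46 HpaII sites within 20 kb were hypomethylated, with a mean angle of 6.55 in WT and 62.0 in TKO cells. The region gained H3K4me1 at 5 sites and H3K4me3 at 3, 1 of them over the gene start (12:110777501-110782000, log2 2.99 in the authors' deposited table). Around H19 4 of 41 sites were hypomethylated, from 25.6 to 62.2, next to gains of H3K4me1 (7:149767301-149768600, log2 2.66) and H3K4me3 (7:149765501-149767000, log2 1.57) upstream of the gene. Dlk1, the paternally expressed neighbour of Meg3, had 2 hypomethylated of 54 sites (56.1 to 83.0) and a gain of H3K4me3 (log2 1.52). At Igf2 1 site was hypermethylated and 1 hypersensitive site appeared, and 1 appeared at Mirg as well.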

To investigate whether loss of DNA methylation generally underlies transcriptome changes we compared the genomic distribution of up- and down-regulated genes and differentially methylated sites at the level of TADs. To maximally exploit the benefit of an integrative analysis, we considered a less stringent set of 598 differentially expressed genes. We ranked TADs based on the number of DNA de-methylated sites and computed the fractions of differentially regulated genes. 

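Genes with altered expression followed gene number when domains were ranked by hypomethylated sites. The 5 groups, from fewest to most hypomethylated sites, held 10.8%, 10.4%, 14.5%, 23.2% and 41.1% of called genes. All genes had 11.4%, 12.4%, 15.1%, 21.6% and 39.5% (chi-squared p = 0.52, adjusted p = 0.80 over 12 comparisons). Higher genes reached 48.9% in the group with most hypomethylated sites (chi-squared p = 0.22, adjusted 0.52) and lower genes 39.5% (p = 0.89, adjusted 0.93). With genes of at least 1 FPKM as the background, called genes were less frequent in that group (ratio 0.846) and more frequent in the group with the fewest (1.59, chi-squared p = 1.1e-05).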

Figure 4d shows that indeed TADs with most changes in DNA methylation co-segregated with those most enriched for differentially expressed genes. However, given the non-uniform genomic distribution of differentially methylated sites over gene-dense TADs (Fig. 1d), we considered the overall distribution of genes to be a confounding factor here. To investigate this in more detail we ranked TADs according to gene content. Indeed, this categorization highly correlated with the distribution of differentially expressed genes (Fig. 4e), implying that, from a genomic distribution point of view, they are a proportional and apparently random collection of genes. 

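Gene-poor domains contributed more called genes than their gene number. From the gene-poorest to the gene-richest group the 565 called genes numbered 21, 51, 90, 152 and 251, with ratios to all genes of 1.99, 1.37, 1.30, 1.26 and 0.767 (chi-squared p = 6.2e-10, adjusted p = 3.7e-09). The 478 lower genes had ratios from 2.13 to 0.748 (chi-squared p = 1.7e-10, adjusted 2.1e-09). For the 88 higher genes the distribution did not differ from that of all genes at this number (chi-squared p = 0.11, adjusted 0.44).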

Possibly in agreement with this, a gene ontology enrichment analysis on the set of differentially expressed genes did not reveal any specific gene ontology categories to be highly enriched. For the sites with changes in DNase I hypersensitivity, the analysis at TAD level is not really appropriate as they are too scarce in individual TADs, so instead we computed the percentages of genes where a significant change in DNase I hypersensitivity occurred within 2500 bp up- or downstream of the transcription start site of the gene. 

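Promoters of higher genes rarely gained or lost a whole hypersensitive site. A promoter with a hotspot in both genotypes cannot count as changed here, and changes of signal at such promoters were not tested. Of 88 higher genes 1 (1.14%, 95% Wilson interval 0.201 to 6.16%) had a lost site within 2500 bp of its start. None had a gained site, with an upper limit of 4.18%. Among 20472 genes that were not called, 0.664% had a lost and 1.49% a gained site there, and neither share differed from that of higher genes (adjusted Fisher p = 0.64 for each).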

For up-regulated genes, we saw that 6.5 % and 3.2 % had a significant loss and gain, respectively, in DHSs. 

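Few promoters of lower genes gained or lost a whole hypersensitive site, by the same definition. Of 478 lower genes 7 (1.46%, 95% Wilson interval 0.711 to 2.99%) had a lost site within 2500 bp of their start, an odds ratio of 2.22 (two-sided Fisher p = 0.046, adjusted p = 0.18 over 4 comparisons, so the difference from uncalled genes did not pass adjustment). A gained site was found at 5 of them (1.05%, 0.448 to 2.43%).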

For down-regulated genes these percentages were 4.6 % and 2.4 %. Hence, the vast majority of differentially expressed genes did not show significant changes in DHSs at their promoters. In cases where changes were found, gain and loss of hypersensitivity was uncorrelated to up- and down-regulated gene activity. The same was true when comparing the distribution of differentially expressed genes to that of TADs with increased H3K4me1 signal (differentially expressed genes strictly followed the overall gene distribution; Fig. 4f), whereas no correlation was observed when comparing differentially expressed genes with TADs with decreased H3K4me1 signal in TKO cells (Fig. 4g).

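Genes of gained-H3K4me1 domains were called at the rate of other genes. Ranked by gained H3K4me1 sites, the groups of domains held 11.3%, 10.3%, 13.8%, 24.1% and 40.5% of called genes and 12.9%, 11.8%, 15.7%, 22.3% and 37.3% of all genes (chi-squared p = 0.19). Ranked by lost H3K4me1 sites, they held 17.2%, 18.2%, 17.9%, 26.0% and 20.7% of called genes and 16.2%, 17.9%, 17.9%, 24.9% and 23.1% of all genes (chi-squared p = 0.71). The adjusted p-values were 0.52 and 0.85. From these comparisons the paper concludes that epigenetic change in a domain is not enough to predict which of its genes change.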

**Fig. 4:**
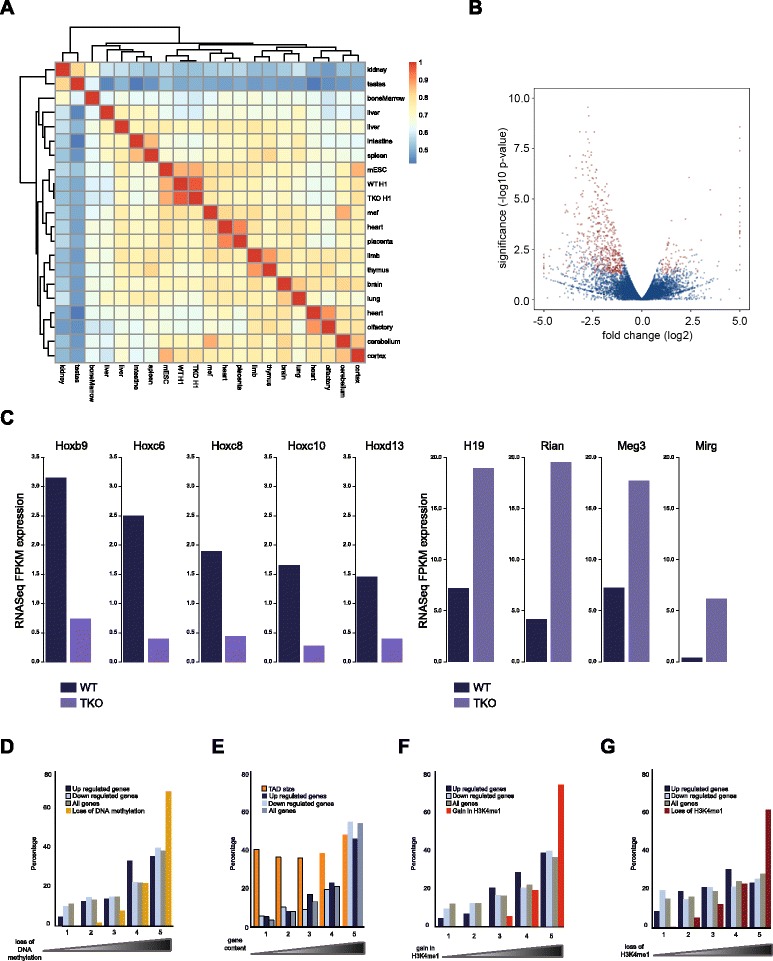
Genes with altered expression are proportionally distributed across the genome. **a** Clustered heatmap of pair-wise correlation between RNA-seq gene expression profiles. We compare RNA-seq gene expression in our wild-type (*WT*) and TKO cells to RNA-seq data from a wide range of mouse tissues published by the ENCODE consortium. *mESC* mouse embryonic stem cell. **b** Volcano plot of statistical significance (-log10 *p* value) against fold change comparing RNA-seq gene expression between WT and H1 TKO mouse ES cells. Transcripts that are significantly differentially expressed between the two conditions are shown in *red*, whereas the genes in *blue* do not reach the threshold. **c** RNA-seq normalized expression values for a selection of transcripts previously reported to be down-regulated (*Hox* genes, *left panel*) and up-regulated (imprinted genes, *right panel*) in H1-depleted ES cells. **d** Percentages of differentially up- and down-regulated genes compared with the percentages of sites with a significant loss of DNA methylation in TKO ES cells and compared with all mouse genes. Percentages are calculated in groups of TADs ranked according to the number of overlapping sites that lose DNA methylation in TKOs. The ranking on the x-axis is such that the leftmost group contains the 20 % TADs with the lowest number of TKO hypomethylated sites and the rightmost group of TADs contains the highest number of such sites. **e** Percentages of differentially expressed genes compared with all genes in groups of TADs ranked according to the number of genes. The ranking on the x-axis is such that the rightmost group contains the 20 % TADs with the highest number of genes and the leftmost group of TADs contains the lowest number. The genomic sizes of the groups of TADs as a percentage of the total genomic size of all TADs is plotted as a reference. **f** Percentages of differentially up- and down-regulated genes compared with the percentages of sites with a significant increase in H3K4me1 enrichment in TKO ES cells and compared with all mouse genes. Percentages are calculated in groups of TADs ranked according to the number of overlapping sites that gain H3K4me1 in TKOs. The ranking on the x-axis is such that the leftmost group contains the 20 % TADs with the lowest and the rightmost group of TADs contains the highest number of these sites. **g** Percentages of differentially up- and down-regulated genes compared with the percentages of sites with a significant decrease in H3K4me1 enrichment in TKO ES cells and compared with all mouse genes. Percentages are calculated in groups of TADs ranked according to the number of overlapping sites that lose H3K4me1 in TKOs. The ranking on the x-axis is such that the leftmost group contains the 20 % TADs with the lowest and the rightmost group of TADs contains the highest number of these sites

In summary, while new epigenetic features de novo acquired in H1 TKO cells preferentially appeared in TADs that in wild-type cells already carried the highest density of these marks, these same TADs, when normalized for gene content, were not enriched for deregulated genes. The mere consideration of epigenetic changes is therefore not sufficient to predict gene expression changes. Rather than being dependent on the overall density of epigenetic marks in the TAD, the transcriptional output of individual genes is, therefore, more likely controlled by the regulatory status of only a limited collection of regulatory modules that, possibly via chromatin looping, act on the target gene.

### Higher-order topological changes follow epigenetic but not transcriptional changes

We finally wished to understand how histone H1 depletion and the accompanying epigenome and transcriptome changes affect the overall 3D organization of the genome. To this end we performed replicate Hi-C experiments, each with a different, frequently cutting, restriction enzyme (NlaIII and DpnII) [32], in both TKO and matched wild-type ES cells. 

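Chromatin contacts were read from valid Hi-C pairs, 1 library per enzyme and genotype, with positions in mm9. Each genotype has 1 NlaIII and 1 DpnII library, so the enzyme is the only replication, and differences between enzymes were set beside those between genotypes. Contacts were summed over both enzymes where 1 value per genotype is given. With 2 against 2 libraries the smallest possible two-sided exact p is 0.333, and with the libraries paired by enzyme it is 0.5, so neither test can reach 0.05.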

Each dataset contained between 26 and 42 million valid Hi-C read pairs, adding up to 53 milliom (wild-type) and 76 million (TKO) valid Hi-C read pairs per cell type. 

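Both enzymes gave more pairs in TKO than in WT cells. The WT libraries held 27288246 (NlaIII) and 26091434 (DpnII) pairs and the TKO libraries 41684966 and 34522849. Identical pairs made up 2.62% of WT NlaIII, 0.0169% of WT DpnII, 0.161% of TKO NlaIII and 0.0151% of TKO DpnII pairs.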

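Most contacts stayed on the same chromosome. The share of intra-chromosomal pairs was 77.2% (NlaIII) and 74.6% (DpnII) in WT and 77.4% and 77.9% in TKO cells. The genotype means differed by 1.71 points, by 0.198 points with NlaIII and by 3.23 points with DpnII (two-sided exact permutation p = 0.333, the smallest possible).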

All Hi-C libraries showed an equal high ratio of intra- over inter-chromosomal contacts (~75 %), indicative of good quality Hi-C libraries [33]. We normalized and processed Hi-C data by binning reads per 100 kb chromosomal segments to generate contact heatmaps as described before [22]. Visual inspection of the heatmaps suggested that chromosomes folded very similar between wild-type and TKO cells (Fig. 5a). Principal component analysis of Hi-C data was previously used to uncover an A and B compartment where active and inactive chromatin regions, respectively, preferentially cluster. When applied to our datasets it showed that chromosomal domain organization and overall 3D genome structure is indeed very similar between the two cell types (Fig. 5a). 

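Chromosome 17 had the highest correlation of compartments between genotypes, closely followed by chromosome 5 (r = 0.980), and the X chromosome the lowest. The first principal component of the 100 kb contact map correlated between WT and TKO cells at r = 0.981 on chromosome 17, 0.979 on chromosome 2 and 0.967 on chromosome 1. On chromosome 14 r was 0.932, and on the X chromosome it was 0.893, where 191 of 1500 bins had another sign. Over all chromosomes r was 0.964, and 1511 of 25172 bins (6.00%) had another sign. Between single libraries r was 0.945 for WT and TKO DpnII and 0.845 for WT and TKO NlaIII. It was 0.831 for the 2 WT libraries, lower than any comparison across genotypes, and 0.951 for the 2 TKO libraries. Bins along a chromosome are not independent, so no p-value is attached.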

In fact, the contact profiles that we generated for wild-type and histone H1-depleted ES cells were more similar to each other than any of the two was to a previously published wild-type ES cell contact profile [15] or pro-B-cell contact profile [34] (Figure S8 in Additional file 1). Thus, a 50 % depletion of linker histone H1 can be tolerated without profound changes in the overall 3D genome.

**Fig. 5:**
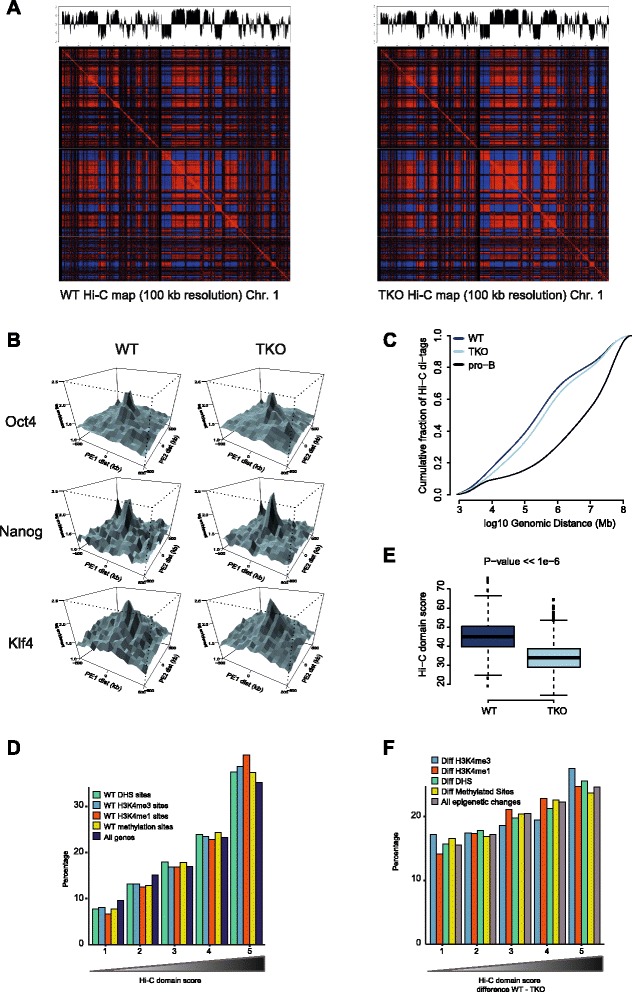
Higher-order topological changes follow epigenetic but not transcriptional changes. **a** Normalized Hi-C interaction heatmap showing chromatin compartmentalization (A/B compartments) at 100 kb resolution for chromosome 1 in wild-type (*WT*; *left*) versus TKO cells (*right*). Coefficients of the first principal component (PC1) of the Hi-C interaction heatmap are plotted on top along the linear sequence of chromosome 1, showing no apparent changes in chromatin compartment organization upon H1 depletion in mouse ES cells. **b** PE-SCAN Hi-C analysis probing Hi-C interactions between clusters of binding sites for transcription factors that control mouse ES cell identity (pluripotency factors). ES cell-specific interactions among binding sites of *Oct4*, *Nanog*, and *Klf4* remain present in mouse ES cells upon depletion of H1 in TKO cells. **c** Plot comparing the distribution of Hi-C interactions versus genomic distance for three different Hi-C maps. Mouse ES cells are characterized by a relatively large fraction of interactions over short distances, whereas differentiation is known to be accompanied by an increase in long-range interactions. The TKO Hi-C map clearly shows a shift towards those of a more differentiated cell. **d** Percentages of genes in groups of TADs ranked according to the Hi-C domain score in WT ES cells. The ranking on the x-axis is such that the leftmost group contains the 20 % TADs with the lowest and the rightmost group of TADs contains the highest Hi-C domain scores. We also show the distribution of sites, in WT ES cells, enriched for the histone marks H3K4me1and H3K4me3, sites with DNA methylation and DHSs in these groups of TADs. **e** Boxplots comparing the Hi-C domain score of all mouse ES cell TADs in our WT and TKO Hi-C maps. A two-sample Wilcoxon rank sum test was applied to test the significance of the shift in domain score in TKO cells (*p* value < < 1e-6). **f** Percentages of the total sum of all epigenetic changes in groups of TADs ranked according to the difference in Hi-C domain score between TKO and WT ES cells. The ranking on the x-axis is such that the leftmost group contains the 20 % TADs with the lowest and the rightmost group of TADs contains the highest difference in Hi-C domain score. We also show the percentages for the individual changes in the histone marks H3K4me1and H3K4me3, differential DNA methylation and differential DNase I hypersensitivity

We previously reported that ES cells harbor a unique 3D genome, hallmarked in general by a more random higher order topology with particularly the inactive chromatin compartment being spatially unorganized. Another feature of the pluripotent 3D genome is the specific clustering of genomic regions dense in binding of pluripotency factors [21]. This preferential clustering of dense pluripotency factor-associated regions was also appreciable in both our wild-type and H1 TKO cells (Fig. 5b) and confirmed that the TKO cells harbored an ES cell identity (Fig. 5c). 

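Chromosomes of TKO cells made relatively more contacts beyond 1 Mb. Of intra-chromosomal pairs at least 1 kb apart, 31.2% spanned more than 1 Mb in WT and 36.0% in TKO cells. The share rose from 28.8% to 33.7% with NlaIII and from 33.8% to 38.9% with DpnII. The difference between enzymes had the same size: 5.01 points in WT and 5.16 points in TKO cells. Median distance went from 187 to 299 kb with NlaIII and from 272 to 421 kb with DpnII. Within the enzymes the share rose by 4.89 points (NlaIII) and 5.05 points (DpnII). Exact two-sided permutation over the 6 splits, which ignores the pairing by enzyme, gave p = 0.667 for the share and p = 0.333 for the median, and the former reflects the enzyme difference. Paired by enzyme, the exact permutation p was 0.5 for both, the smallest possible with 2 pairs.

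**Figure D3:**
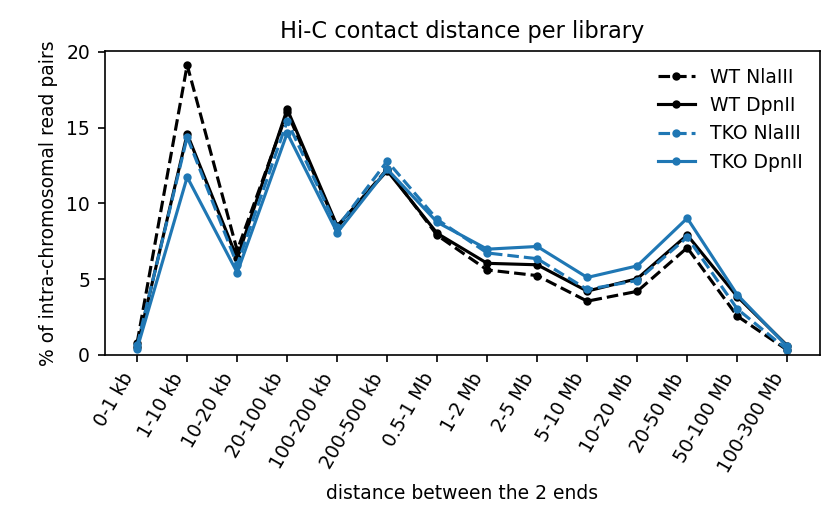
Share of intra-chromosomal pairs (y axis) by distance (x axis) in each of the 4 Hi-C libraries, coloured by genotype. TKO lines lie below WT lines of the same enzyme at short and above them at long distance. The exception is DpnII from 100000 to 300000 kb (0.622% in WT, 0.563% in TKO cells).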

Compared with their wild-type counterparts, the TKO cells showed a slightly increased capacity for chromosomal regions to contact each other over distance, but this effect clearly was not as pronounced as seen in, for example, differentiated pro-B cells (Fig. 5c).

Realizing that the overall topology of chromosomes is unaltered in H1-depleted cells but that domains gain some capacity to reach out and contact other domains elsewhere on their chromosome, we used the recently published TAD cross-boundary ratio to search for more subtle topological changes. The TAD cross-boundary ratio divides the intra-domain contacts over the inter-domain contacts [35] and as such can serve as a domain score. It is the most gene-dense TADs that are most enriched for DHSs and for active chromatin marks which show the highest such domain score (Fig. 5d). 

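Domains with the highest WT domain score, the percentage of a domain's intra-chromosomal pairs that stay inside it, carried the most genes and marks. From the lowest to the highest group of domains by score, the share of genes was 10.3%, 13.3%, 17.9%, 22.3% and 36.2%. The shares rose from 8.42% to 36.7% for hypersensitive sites, from 7.04% to 42.2% for H3K4me1, from 9.61% to 37.5% for H3K4me3 and from 8.28% to 40.6% for H3K27me3. H3K9me3 rose less, from 16.7% to 24.4%. High-scoring domains were also longer, with 13.3% of the length in the lowest and 27.1% in the highest group. Across domains, which are not independent replicates, the WT score correlated with gene number at a Spearman rho of 0.359, with genes per Mb at 0.113 and with size at 0.513. Rotations of domains along chromosomes gave a permutation p of 0.001 for each, the smallest possible, and 0.001 after adjustment over 3 relations.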

Active TADs therefore seem the structurally most isolated chromosomal entities. We calculated this value for each TAD in wild-type and H1 TKO cells and compared them. In agreement with the observation that in histone H1 depleted cells chromosomal sites more easily engage in contacts over very large distances, TADs generally had a lower domain score in TKO versus wild-type cells (Fig. 5e). 

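The domain with the largest drop in score lies in a stretch of chromosome 14 without an annotated gene (14:82480001-84840000, 40.8 to 28.7). Next come the Y chromosome domain with Kdm5d, an H3K4 demethylase gene, Uty and Ddx3y (Y:1-840000, 76.4 to 65.5; its change was −11.5 with DpnII and −5.63 with NlaIII, where the median over domains was −5.76), and a domain with the chemokine genes Ccl2, Ccl7, Ccl8, Ccl11 and Ccl12 (11:81440001-82000000, 38.4 to 29.0). The others among the top 5 hold Irf2bp2, a transcriptional corepressor gene, and Tomm20, a mitochondrial import gene (8:129000001-129480000, 48.1 to 38.8), and Smad3, a TGF-beta signalling gene (9:63000001-63720000, 44.9 to 35.6). The median score over domains was 39.4 in WT and 34.0 in TKO cells. The median change was −5.32 points (quartiles −6.23 and −4.28), and the score was lower in all 3146 domains. With pairs under 20 kb left out the median change was −2.93, with 3122 domains lower. From this shift the paper proposes that H1 contributes to the topological segmentation of chromosomes.

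**Figure D4:**
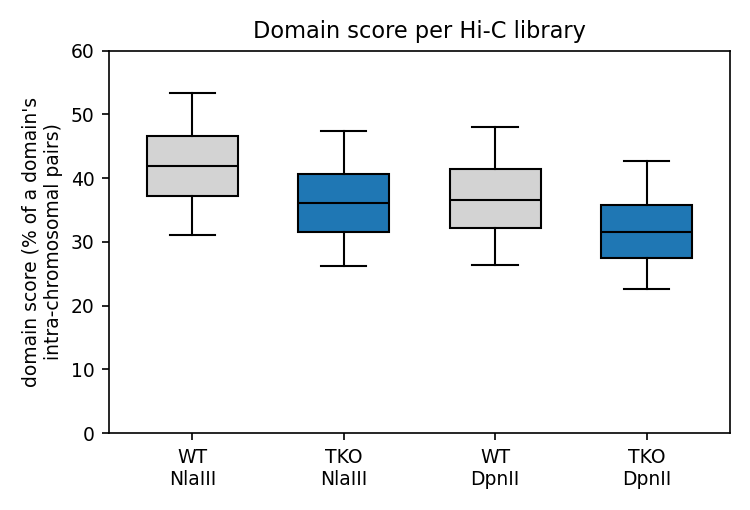
Domain score in percent (y axis) for each Hi-C library (x axis), with median, quartiles and 5th to 95th percentile over domains. Each TKO library lies below the WT library of the same enzyme.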

Histone H1 therefore seems to contribute to the topological segmentation of chromosomes.

We then wished to identify the TADs that were most sensitive to topological changes upon histone H1 depletion. For this we computed the difference in domain score between wild-type and TKO cells and ranked TADs accordingly. 

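Domains that lost more points of their domain score carried more altered sites, a relation that depended on the setting. Across 3146 domains, which are not independent replicates, the drop correlated with the number of all epigenetic changes at a Spearman rho of 0.222 (permutation p = 0.001 by rotation, the smallest possible, adjusted p = 0.0016 over 13 relations). Lost H3K4me1 sites had a rho of 0.221, gained hypersensitive sites 0.194, hypermethylated sites 0.152, hypomethylated sites 0.146, gained H3K4me1 sites 0.108 and lost hypersensitive sites 0.0905, each with the same p-values. Lost (0.0279, permutation p = 0.13, adjusted 0.15) and gained H3K4me3 sites (−0.0229, p = 0.33, adjusted 0.33) had no detectable relation. From the least to the most changed group of domains the share of all changes was 16.7%, 19.7%, 20.7%, 21.7% and 21.1% (chi-squared p = 1.6e-71).

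The rho with all changes was larger with fixed 1 Mb windows (0.394), without NlaIII (0.325) and with pairs of 20 kb to 2 Mb (0.247), and smaller with stronger borders (0.121) and without pairs under 20 kb (0.0757, permutation p = 0.001 each). For hypomethylated sites the first 3 of these settings gave 0.308, 0.304 and 0.198, for hypermethylated sites 0.2998, 0.296 and 0.204, for gained H3K4me1 0.271, 0.267 and 0.162, for gained hypersensitive sites 0.355, 0.263 and 0.184, for lost ones 0.161, 0.122 and 0.110, and for lost H3K4me1 0.2997, 0.112 and 0.185. With stronger borders and without pairs under 20 kb, in this order, hypomethylated sites had 0.0772 and −0.0148 (permutation p = 0.009 and 0.45), hypermethylated sites 0.0787 and 0.00138 (p = 0.002 and 0.94), gained H3K4me1 0.0401 and −0.0370 (p = 0.17 and 0.059), gained hypersensitive sites 0.131 and 0.0906 (p = 0.001 and 0.002), lost ones 0.00325 and 0.0814 (p = 0.89 and 0.001) and lost H3K4me1 0.155 and 0.224 (p = 0.001 each). Without the DpnII libraries the rho with all changes was 0.0395 (permutation p = 0.21). For lost H3K4me1 it was 0.221 and for gained hypersensitive sites 0.0460, but gained H3K4me1 turned to −0.0761 (permutation p = 0.003), hypomethylated sites to −0.0555 (p = 0.054) and hypermethylated sites to −0.0307 (p = 0.42), and lost hypersensitive sites had 0.0401 (p = 0.29). Gained H3K4me3 had −0.172 without DpnII and 0.153 without NlaIII (permutation p = 0.001 each). Given the WT score and gene number, the partial rho was 0.0952 for all changes, 0.118 for lost H3K4me1, 0.0855 for gained hypersensitive sites, 0.0590 for hypermethylated sites, 0.0409 for hypomethylated sites, 0.00529 for gained H3K4me1 and −0.0208 for lost hypersensitive sites. With the drop divided by the WT score the relation with all changes turned to −0.0957, that with gained hypersensitive sites to −0.0450, with lost ones to −0.0947, with hypomethylated sites to −0.100, with hypermethylated sites to −0.0748 and with gained H3K4me1 to −0.104, while lost H3K4me1 had 0.0148.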

Despite almost all TADs showing a reduction in the domain score and despite this difference being relatively modest, we nevertheless found that the degree of structural changes significantly correlated (chi-squared test *p* < < 10^−6^) with the amount of epigenetic changes observed per TAD (Fig. 5f). This was true no matter which of the investigated marks was considered. Thus, the top 20 % topologically most altered TADs were those that also carried most sites with altered hypersensitivity, most sites with modified levels of H3K4me1 and/or H3K4me3 and most differentially methylated CpGs. In contrast, the TADs most resistant to topological changes were those showing the least epigenetic changes upon H1 depletion. 

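The most changed group of domains led for some marks. It held 26.1% of gained hypersensitive sites (14.1% in the least changed group, chi-squared p = 3.6e-44), 22.4% of lost hypersensitive sites (15.3%, p = 5.2e-08), 27.2% of lost H3K4me1 sites (14.2%, p = 1.1e-98) and 23.6% of lost H3K4me3 sites (20.4%). Other marks were most frequent in the middle groups: gained H3K4me1 sites had 16.9%, 20.9%, 21.3%, 22.2% and 18.8%. Gained H3K4me3 sites had 19.9%, 22.2%, 21.9%, 17.5% and 18.4%. Hypomethylated sites had 18.0%, 21.4%, 21.3%, 21.3% and 18.1%, and hypermethylated sites 18.0%, 22.1%, 20.0%, 20.9% and 19.0%. The groups covered 21.7%, 19.9%, 19.7%, 19.0% and 19.7% of the length.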

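Gene number, domain size and altered genes had weak relations with the drop in domain score, with these domains and all pairs. Across domains the Spearman rho was 0.0573 for gene number and 0.0433 for altered genes (rotation p = 0.026 each, adjusted 0.034). For size it was −0.0191 (permutation p = 0.32, adjusted 0.33), and for the WT score itself 0.330. Altered genes numbered least in the least changed group (14.3%, 21.2%, 21.6%, 23.5% and 19.3%, chi-squared p = 0.0076), and genes least in the most changed group (20.9%, 22.5%, 19.8%, 20.2% and 16.7%, p = 8.3e-40).

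The signs depend on the setting. With fixed 1 Mb windows the rho was 0.2496 for gene number and 0.102 for altered genes, without NlaIII 0.206 and 0.132, and with pairs of 20 kb to 2 Mb 0.177 and 0.0674 (permutation p of 0.001 to 0.002). Without DpnII the rho was −0.0858 for gene number and −0.0429 for altered genes. Size had 0.0226 without DpnII and 0.234 with pairs under 20 kb left out.

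**Figure D5:**
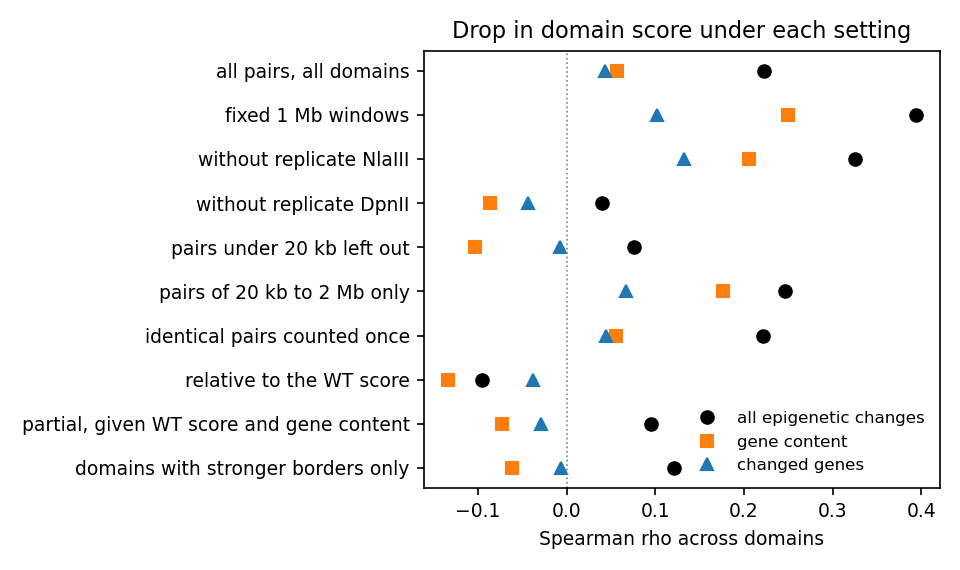
Spearman rho across domains between the drop in domain score and all epigenetic changes, gene number and altered genes (x axis) under each of 10 settings (y axis). All 3 fall on both sides of 0, all epigenetic changes below 0 only relative to the WT score.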

Interestingly, such correlations were not found with gene density, TAD size or differential gene expression (Figure S9 in Additional file 1). It is, therefore, not necessarily the TADs with highest gene content nor the larger TADs and also not the TADs with most striking changes in transcriptional output that are most sensitive to topological changes. Rather, alterations in the epigenetic landscape appear to best correlate with topological alterations of TADs. Thus, while gene expression clearly correlates with the nuclear positioning of TADs relative to each other and to, for example, the nuclear periphery, our current data provide further evidence that gene expression and higher-order chromosome topology are not causally related [36–38]. Rather, they may be independently controlled by the locally associated *trans*-acting factors.

## Conclusions

Our data show that cells require normal histone H1 levels to expose their proper regulatory landscape. Reducing the levels of histone H1 results in massive epigenetic changes and altered topological organization, particularly at the most active chromosomal domains. Changes in TAD configuration coincide with epigenetic landscape changes but not with transcriptional output changes, supporting the emerging concept that transcriptional control and nuclear positioning of TADs are not causally related but independently controlled by the locally associated *trans*-acting factors.

## Materials and methods

### Cell culture

Wild-type and H1 TKO ES cells [12] were grown on irradiated mouse embryonic fibroblasts in Dulbecco's modified Eagle's medium (high glucose, Gibco) with 15 % fetal bovine serum, 1× non-essential amino acids (NEAA; Gibco), 1× penicillin–streptomycin (Gibco), 1:1000 b-mercaptoethanol (Invitrogen), 1× L-glutamine (Gibco) and 1000 U/ml leukaemia inhibitory factor (Gibco).

### Hi-C template

Cells were trypsinized and plated on uncoated plates for 30 minutes at 37 °C to get rid of the feeder cells. Then a 3C template was generated as previous described [39]. In brief, 10 million cells were cross-linked by 2 % formaldehyde, then digested with DpnII or NlaIII, and ligated to form 3C circles. Purified 3C products were then further sheared to 600–800 bp. Sheared DNA (1 μg)was used to generate high-throughput sequencing-ready sample by using TruSeq DNA sample prep kit (Illumina), following the standard commercial protocol. The Hi-C library was sequenced with Illumina paired-end sequencing.

### ChIP-seq

Chromatin immunoprecipitation (ChIP) was performed as described previously [12, 13] with ChIP grade H3K4me1- and H3K4me3-specific antibodies purchased from Abcam with a few modifications. Fixed cells were lysed in a buffer containing 10 mM Na-butyrate and isolated chromatin was sonicated to 500–800 bp with a Covaris S2 sonicator at 4 °C. ChIP-seq library preparation and sequencing were performed by the Epigenomics Core Facility at the Albert Einstein College of Medicine using on an Illumina 2500 HiSeq instrument. We generated duplicate ChIP-seq libraries (both duplicate input and immunoprecipitation samples, with antibodies against H3K4me1 and H3K4me3) for both conditions (wild type and TKO). For the H3K9me3 and H3K27me3 ChIP-seq experiments, 40 million cells of both conditions (wild type and TKO) were cross-linked, washed and lysed as described previously [40]. The obtained nuclei were dissolved in 80 μl sonication buffer, transferred to microtubes and sonicated for 12 cycles of 60 seconds using microtubes in the Covaris S series with the following settings: intensity 3, duty cycle 20 %, 200 cycles/bursts. Supernatant was cleared [40] and added to DynaI protein G beads that were pre-incubated with ab6002 for H3K27me3 and ab8898 for H3K9me3 from Abcam. After immunoprecipitation, beads were washed and DNA was eluted, reverse cross-linked and further purified as described before [40]. ChIP-seq libraries were made according to the Illumina Truseq DNA library protocol, and sequencing was performed at the Utrecht Sequencing Facility on a NextSeq500. Reads from all different libraries where aligned to the reference genome (NCBI37/mm9) with bowtie2 [41] with default settings and the --qc-filter switch. Duplicates were marked using Picard (http://broadinstitute.github.io/picard/) and were removed from the data for subsequent analyses. Regions significantly enriched for H3K4me1, H3K4me3, H3K27me3, and H3K9me3 compared with matched input samples were identified using the MACS2 peak caller [42] with default settings. For the H3K9me3 and H3K27me3 histone marks, the parameter - - broad was set. Analysis of differential ChIP enrichment was done using diffReps [43] with parameters -me gt --pval 0.001 --frag 150.

### RNA-seq

Total RNAs were prepared from ES cells adapted to gelatinized dishes using RiboPure RNA purification kits (Ambion). Paired-end library construction was performed using Tru-seq kits (Illumina). Resulting libraries were run on the Hi-seq 2000 (Salk Institute), generating 2× 100-bp paired-end reads. We aligned reads of two replicate wild-type ES cell RNA-seq libraries and three replicate H1 TKO ES cell RNA-seq libraries to the reference genome (NCBI37/mm9) with TopHat [44] and used Cufflinks and CuffDiff [45] for differential expression analysis of RNA-seq expression for a non-redundant collection of 20,876 known RefSeq transcripts. We considered genes with a marginal *p* value smaller than 0.05 and an absolute log2 fold-change bigger than 1 to be differentially expressed (598 genes).

### Genome-wide DNA methylation analysis using the HELP-tagging assay

Genomic DNA was isolated and digested with HpaII and MspI, and Illumina library preparation was performed exactly as described previously [23]. Library sequencing was performed in the Epigenomics Core Facility at the Albert Einstein College of Medicine. We computed the HELP angle as described in [23] and used it as a measure for the percentage of methylated cytosines. We performed binomial tests for differential methylation and this resulted in 15,492 differentially methylated sites with a *p* value smaller than 1e-6.

### DNase I hypersensitivity assay

DNase I hypersensitivity assay was essentially carried out as described in [46]. In brief, nuclei were extracted in lysis buffer (15 mM Tris‐HCl, 15 mM NaCl, 60 mM KCl, 1 mM EDTA, 0.5 mM EGTA, 0.5 mM spermidine) by incubating for 10 minutes on ice. Then, nuclei were incubated for 3 minutes at 37 °C in the same lysis buffer with 1 mM CaCl_2_ and with limiting concentrations of the DNA endonuclease deoxyribonuclease I (DNase I). Reactions were stopped by adding stop buffer (50 mM Tris‐HCl, 100 mM NaCl, 0.1 % SDS, 100 mM EDTA, 1 mM spermidine, 0.5 spermine, pH 8.0) and purified fragments were recovered by sucrose ultracentrifugation, end‐repaired and ligated with adapters, followed by sequencing on the Illumina sequencing platform. From an initial collection of 33 different DNase-seq libraries (17 wild type, 16 TKO), we filtered out three high quality replicates in each condition according to their SPOT score. Reads were aligned to the reference genome (NCBI37/mm9) and we considered 36-bp reads that aligned uniquely and contained no more than two mismatches as properly mapped reads. We used the Hotspot [47] algorithm to identify DHSs in all six samples separately. For differential DNase-seq analysis between wild type and TKO, we used the PoissonSeq R package [48]. We compared DNase-seq coverage in 89,875 different regions (with sufficient coverage in either condition) and this resulted in a set of 4166 regions with statistically significant difference in coverage after applying a multiple testing procedure (false discovery rate 5 %).

### Statistical analysis

All statistical analyses were performed under R/Bioconductor [49] using custom R scripts. Manipulation with and computation of statistics on genomic intervals and domains was done using the GenomicRanges package [50]. Analysis of ChIP-seq data and DNase I hypersensitivity data and generation of heatmaps were done using the compEpiTools package (http://genomics.iit.it/groups/computational-epigenomics.html).

### Ethical approval

The authors state that no ethical approval was required for this study.

### Availability of supporting data

All the raw and processed data for the experiments described in this paper have been submitted to NCBI Gene Expression Omnibus (GEO) under accession number GSE75426.

## Additional files

Additional file 1: Figure S1. DNA methylation changes per chromosome in histone H1-depleted ES cells. **Figure S2.** Hypomethylation in TKO cells occurs preferentially in gene-dense TADs regardless of GC content. **Figure S3.** ChIP-seq of four different histone marks in wild-type and TKO mouse ES cells. **Figure S4.** Large-scale changes in H3K4me1 and H3K4me3 sites upon depletion of histone H1. **Figure S5.** Analysis of DNA binding motifs at de novo formed DHSs in TKO cells. **Figure S6.** Over 10 % of de novo formed DHSs also show loss in CpG methylation in H1 TKO cells. **Figure S7.** Active chromatin marks accumulate in the most gene-dense TADs. **Figure S8.** Higher-order genome topology is very similar between wild-type and histone H1 TKO cells. **Figure S9.** Changes in compartment organization are not related to gene content, TAD size or differential expression. (PDF 4637 kb) Additional file 2: Table S1. The number of loci at which changes are observed for various combinations of epigenetic marks.

## Abbreviations

3D: Three-dimensional
bp: Base pair
ChIP: Chromatin immunoprecipitation
DHS: DNase I hypersensitivity site
DMR: Differentially methylated region
ES: Embryonic stem
TAD: Topologically associating domain
TKO: triple knock-out

How the deposited data were processed for this re-analysis (not part of the article)

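Mouse embryonic stem cells, wild-type (WT) and lacking H1c, H1d and H1e (TKO), were compared by HELP-tagging, DNase-seq, ChIP-seq, RNA-seq and Hi-C. All positions are those of the mouse genome build mm9. The files used hold 2 WT and 2 TKO libraries of HELP-tagging, 3 and 3 of DNase-seq, 2 and 2 each of H3K4me1, H3K4me3, H3K9me3 and H3K27me3 ChIP-seq, 2 and 3 of RNA-seq, and 2 and 2 of Hi-C.

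The authors digested DNA with HpaII or MspI for HELP-tagging and computed an angle per CCGG site, a score from 0 to 100, with its mean and SD per genotype. The p-value of each site is that of the authors' binomial test, unadjusted. The authors aligned DNase-seq reads uniquely to the genome, chose 3 libraries per genotype by their SPOT score and called hotspots per library with Hotspot, and the hotspot score is theirs. ChIP-seq reads were aligned by the authors with Bowtie2, duplicates were removed with Picard, and peaks were called against input with MACS2. The peak score of the H3K4 lists is the authors', and the layout of those lists is that of MACS 1.4. For H3K9me3 and H3K27me3 the authors called broad peaks, 1 list per genotype, with a fold enrichment ratio and −log10 p and q per peak as deposited. Differential H3K4 sites come from the authors' deposited diffReps tables, with a normalized signal per genotype, a log2 fold change and an adjusted p-value. The authors aligned RNA-seq reads with TopHat and computed FPKM per RefSeq transcript with Cufflinks, pooling libraries into 1 value per genotype, and their CuffDiff table gives log2 fold changes, p and q. That table lists transcripts with p under 0.05 and an absolute log2 fold change over 1, set to 5 or −5 where a genotype is at 0. For Hi-C the authors deposited valid read pairs, and the aligner and filters behind them are not given in the sources used here.

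Methylation was counted at p under 1e-06, in 20 kb windows with at least 5 changed sites against 1000 draws of as many assayed sites, and with a stricter set that moved by at least 30 points. Promoter-type and enhancer-type sites were defined from the WT H3K4 peaks found in both replicates. Hotspots of the 6 libraries were merged where they overlap, and a region was gained or lost when all libraries of a genotype and none of the other had a hotspot. WT hypersensitive sites, for the distribution over domains, are regions with a hotspot in all 3 WT libraries. Differential H3K4 sites were taken at an adjusted p under 0.05 and at least a 2-fold change. Gene levels are FPKM summed over transcripts, with 0.1 added before taking log2. Gene starts within 2500 bp of a changed hypersensitive site were counted.

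Domains were called from the Hi-C pairs of all 4 libraries summed, in balanced maps of 40 kb bins, at minima of the insulation in a 500 kb square with a prominence of at least 0.2. Domains span at least 120 kb and have at least 50% usable bins. The plan had a prominence of 0.4. It was lowered after looking at numbers of borders and domains alone, before any outcome per domain was computed, and 0.4 serves as an alternative. The domain score is the percentage of a domain's intra-chromosomal pairs that have both ends inside it. Compartments are the first principal component of the correlation matrix of 100 kb bins, with 250 kb as an alternative.

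Depth limits precision as follows. DNase-seq and peak counts rest on lists, so a missing hotspot can be an uncalled one. Hi-C libraries hold 27288246, 26091434, 41684966 and 34522849 pairs (WT NlaIII, WT DpnII, TKO NlaIII, TKO DpnII). HELP tag counts and RNA read counts are not used here.

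Counts were compared by Fisher's exact test or chi-squared tests, groups of libraries by exact permutation (for Hi-C distances also paired by enzyme), and domains by 1000 rotations of sites or domains along their chromosomes, all two-sided except the draws of windows and the rotations of site counts, which are one-sided. Families of tests were adjusted by the Benjamini-Hochberg method, and shares carry 95% Wilson intervals. Python 3.11.15 with NumPy 2.4.6, SciPy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9 was used. The statistics were tested on simulated data: 12 of 12 tests gave the simulated answer. They ran on 60000 simulated sites with an enrichment of 1.5, and 2.5% of 40 null simulations and 4% of 100 for the rank correlation were under 0.05.

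Genes and regions are named by a rule: every gene the paper names (except where not analysed here), the 10 largest rises and 10 largest falls among called transcripts with at least 1 FPKM in the higher genotype, and up to 4 genes of each of 18 gene lists with the largest change. Ties were settled by the smaller p. Named regions are those of the paper's Fig. 3d, 20 kb around the starts of the named genes, the 5 windows with most hypomethylated sites and the 5 domains with the largest drop in score, with the genes in them. Any other gene is said to be chosen after its values were seen. The lists cover linker histones, pluripotency, Hox, imprinted, Rhox and germline genes, DNA methylation, H3K4 and H3K9 or H3K27 enzymes, architectural proteins, two-cell-like, fibroblast feeder, primitive endoderm, trophectoderm, mesoderm and neural genes, and core histones. Alternatives covered p-value limits, fold limits, overlap limits, stronger peaks, each library left out in turn, domain definitions, distance limits of Hi-C pairs, equal depth and the separation of HELP values by genotype. For stronger peaks and hotspots the weaker ones of both genotypes were left out. A strong one that meets a weaker one of the other genotype therefore counts as unshared. ChromHMM states, ENCODE data, published Hi-C maps, motif enrichment and PoissonSeq calls are not analysed here.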

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

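The test of fibroblast feeder RNA was chosen only after the result was seen. The tests of transcripts at 0 reported under other observations, and the regrouping of DNase libraries, were set before the data were examined, as were the naming rule and the main thresholds other than the prominence of domain borders.

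Genes that fibroblasts express were lower in TKO RNA as a group, in a gene set the paper does not examine. Of 20 listed genes 17 reach 1 FPKM in WT cells, all 17 were lower in TKO cells with a median log2 of −1.73, and 14 were called lower by the authors. None of 10000 random gene lists matched on WT level had a median as low (their median −0.0703, their lowest 5% at −0.214). The most abundant members were Vim, an intermediate filament gene (283 to 81.8 FPKM), Fn1, fibronectin (230 to 127, not called), Thbs1, a matrix glycoprotein gene (181 to 42.3), Sparc (141 to 62.5) and S100a4, a fibroblast calcium-binding protein gene (119 to 13.3). The collagen genes Col1a1 (51.2 to 12.3), Col1a2 (25.8 to 7.40) and Col3a1 (4.28 to 1.30) and the collagen cross-linking gene Lox (40.7 to 9.91) followed, while Dcn (0.917 and 1.05) and Lum (0.0304 and 0.00794), under 1 FPKM in WT cells and therefore not among the 17, were low in both genotypes. Of these genes, Vim, Fn1, Sparc, Col1a2, Col3a1, Lox, Dcn and Lum were named after their values were seen.

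RNA of feeder cells in the WT libraries and lower expression of the same genes by TKO cells through loss of H1, the difference the design names, cannot be told apart. The test of feeder RNA, the median of −1.73, was set after fibroblast genes had been seen among those called lower, so it restates that observation and supports neither. The paper grows the cells on irradiated fibroblasts but takes RNA from cells adapted to gelatinized dishes, which would remove them. Of the 19 listed genes in the table 18 reach 1 FPKM in either genotype, and ES cells express several. With RNA values per genotype only, the spread of the list between libraries was not examined.

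Grouping of the DNase libraries was examined by counting regions open in all libraries of 1 group and none of the other. The real split gave 7339 such regions and the highest of the other splits 5051, so 1 of 10 splits was as large as the real one. The 10 splits are too few for a share under 0.05.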

How the results depend on the processing

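Tests with domains of stronger borders, identical Hi-C pairs counted once, Hi-C pairs of 20 kb to 2 Mb, the relations of the domain score drop without pairs under 20 kb, permutation of Hi-C libraries paired by enzyme, separation of the HELP libraries by genotype, and stricter RNA limits were chosen only after the data were seen. Of 285 values under alternative settings, over 60 results, 174 kept their direction and their side of the threshold or stayed within their spread. A further 12 were no longer past the threshold, 12 newly passed it, 36 turned direction and 51 moved. Without counting left-out libraries, 150 of 225 were kept. The domain score thinned to equal depth is among those kept, but a share of pairs keeps its expected value under thinning by construction. The cause was not tested for any change below, except that stricter limits and fewer libraries change counts by construction. HELP coverage limits were not run, because tag counts are not used here. Libraries were not left out or blocked for HELP, whose mean and SD give both values of a genotype but not which library each belongs to, or for RNA, whose tables hold 1 value per genotype. RNA pseudocounts, other normalizations, linear models and gene set tests across RNA libraries were not run for the latter reason. Depth limits which hotspots a library can show: 62.7% of merged regions were seen in 1 library, and whether depth is the reason was not tested.

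Changed HpaII sites numbered 60564 at p under 1e-03, 6933 at p under 1e-09, 5402 with at least 30 points and 11291 where both TKO values lay beyond both WT values. The hypomethylated share was 65.7% at 1e-03, 93.8% with at least 30 points and 63.9% with separated values. With H3K4me3 peaks of either replicate the odds ratio of hypomethylation in promoters was 1.19. Hypermethylated sites with at least 30 points were found in 0 of the gained hypersensitive sites, and their ratio in the gene-richest domains was 1.06, no longer past the threshold.

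Gained hypersensitive sites numbered 24006 with 2 of 3 libraries and 2942 with stronger hotspots, and lost sites 19312 with 2 of 3. Overlap with lost H3K4me3 was 0.0500% with 2 of 3 libraries. Gained H3K4me1 peaks numbered 13146 at 50% overlap and 4789 with stronger peaks, lost ones 2355 with stronger peaks. For H3K4me3 peaks the latter numbers were 294 and 509. In the authors' deposited diffReps tables an adjusted p under 0.001 left 4480 gains and 4429 losses of H3K4me1 and 1058 and 255 of H3K4me3, and a log2 change of 1.5 left 4465 H3K4me1 gains. Shared H3K9me3 peaks were 53.9% at 50% reciprocal overlap and 46.4% with stronger peaks, and shared H3K27me3 peaks 48.0% and 55.4%. Because the lists of both genotypes were cut, the values with stronger peaks do not show that strong peaks are shared less. At q under 0.05, 0 of the 4 called Hox genes remained. Gained H3K4me1 in the gene-richest domains had a ratio of 0.934 with stronger borders, now above that of the gene-poorest (0.867).

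The median change of the domain score was −2.93 without pairs under 20 kb and −3.44 with pairs of 20 kb to 2 Mb. Compartments of the NlaIII libraries alone correlated at 0.845. Relative to the WT score, the drop correlated with all epigenetic changes at −0.0957, gained hypersensitive sites −0.0450, hypomethylated sites −0.100, gene number −0.134, altered genes −0.0378, size −0.358, hypermethylated sites −0.0748, gained H3K4me1 −0.104, lost hypersensitive sites −0.0947 and lost H3K4me3 −0.0755. Without pairs under 20 kb it correlated with gene number at −0.103, altered genes −0.00755, hypomethylated sites −0.0148, gained H3K4me1 −0.0370 and size 0.234. Given the WT score and gene number the values were −0.0722 for gene number (given the WT score alone), −0.0289 for altered genes, −0.281 for size, −0.0208 for lost hypersensitive sites and −0.0465 for lost H3K4me3. With stronger borders gene number had −0.0618, altered genes −0.00585, size −0.123 and lost H3K4me3 −0.00449. For lost H3K4me3, fixed 1 Mb windows gave 0.102 and pairs of 20 kb to 2 Mb 0.0367. For size, pairs of 20 kb to 2 Mb gave −0.104. Fixed 1 Mb windows gave 0.0671, which says nothing about size because nearly all windows have the same one. For gained H3K4me3, −0.0229 with all pairs and domains, fixed 1 Mb windows and pairs of 20 kb to 2 Mb gave 0.130 and 0.0433, whereas it was −0.129 without pairs under 20 kb, −0.197 relative to the WT score, −0.143 given the WT score and gene number and −0.0760 with stronger borders.

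With each library left out in turn, the ratio of hotspot numbers ranged from 0.895 to 1.05, gained hypersensitive sites from 7318 to 12251, lost ones from 3824 to 9012, gained H3K4me1 peaks from 12117 to 19424, lost ones from 5519 to 13613, gained H3K4me3 peaks from 867 to 2884 and lost ones from 2493 to 7559. The ratio was 1.04 without WT replicate 3, 1.05 without TKO replicate 1 and 1.02 without TKO replicate 2. With 1 Hi-C enzyme left out, the domain score change ranged from −5.76 to −4.98. The rho with all epigenetic changes ranged from 0.0395 to 0.325, with gene number from −0.0858 to 0.206, with altered genes from −0.0429 to 0.132, with size from −0.0101 to 0.0226, with lost H3K4me1 from 0.112 to 0.221, with gained hypersensitive sites from 0.0460 to 0.263 with hypomethylated sites from −0.0555 to 0.304, with hypermethylated sites from −0.0307 to 0.296, with gained H3K4me1 from −0.0761 to 0.267, with lost hypersensitive sites from 0.0401 to 0.122, with gained H3K4me3 from −0.172 to 0.153 and with lost H3K4me3 from 0.0205 to 0.0361. The lowest rho is that without DpnII in each case except size and lost H3K4me1.

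DNase replicates share only a number. Same-numbered WT and TKO libraries correlated at 0.0328, −0.00938 and 0.0228, and the replicate block left 4745 gained and 2594 lost sites, the same by construction. Replicate 2 of WT correlated better with TKO replicate 3 (0.0103) than with its own number. Blocked by enzyme, the domain score change was −5.39 and the share of contacts over 1 Mb rose by 4.97 points. The exact two-sided p of the paired hotspot numbers was 0.75. No paired analysis was possible for HELP, RNA and diffReps values because their columns carry no replicate number.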

Differences from the paper's values

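Tests with domains of stronger borders, and of the domain score drop without pairs under 20 kb or with pairs of 20 kb to 2 Mb, were chosen only after the data were seen. The other alternatives named here were set before the data were examined.

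Windows of 20 kb with at least 5 changed sites numbered 240, against 103 in the paper, at the same p-value limit for sites. That limit gave 17652 sites here and about 15000 in the paper, so the window counts rest on different sets of sites. Why the sets differ was not tested. Every alternative also differed: 593 windows of 50 kb, 1300 windows with at least 3 sites and 21 windows with the stricter set of sites. The gene-poorest domains held 1.87% of genes, where the paper gives 3 to 4%. The paper's domain set was not used.

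Gained hypersensitive sites numbered 4745, against 2123 in the paper, which tests coverage per region at a false discovery rate instead. With stronger hotspots only, which also leaves out weaker WT hotspots, 2942 sites are within 1.5 times the paper's number. The other alternatives are not: 24006 with 2 of 3 libraries, 5482 at 50% overlap, and 7318 to 12251 with a library left out. A hypomethylated site was found in 3.90% of gained sites, where the paper gives more than 10%. The alternatives differed too, with 5.80% within 500 bp, 1.81% with 2 of 3 libraries and 1.77% with changes of at least 30 points. The numbers behind the shares, 185 here and 275 within 500 bp, were within 1.5 times of the paper's 256. Among the 1456 gained sites with an assayed HpaII site the share was 12.7%. Hypermethylated sites were found in 5 gained sites, against 19 in the paper. With 2 of 3 libraries there were 17, within 1.5 times of the paper's count, whereas 8 within 500 bp and 0 with at least 30 points were not.

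Of higher genes 1.14% had a lost hypersensitive site near the start and 0% a gained one, against 6.5% and 3.2% in the paper. Of lower genes 1.46% had a lost and 1.05% a gained site, against 4.6% and 2.4%. The paper tests coverage per region, whereas a site here must be present in 1 genotype and absent from the other. The shares are therefore not on the same measure. No alternative was set for them.

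The paper gives a larger share of new hypersensitive sites that gained H3K4me1, H3K4me3 or both than the 9.29% found here. The paper finds more sites with increased than with decreased H3K4me3. The authors' table gave 2890 and 610 at an adjusted p under 0.05 and at least a 2-fold change. In contrast, whole peaks in both replicates gave 787 gained and 1831 lost. The excess of lost peaks rests on single libraries: the numbers were 2504 and 2493 without WT replicate 2, 2884 and 2889 without TKO replicate 2, 2340 and 3180 without TKO replicate 1, and 867 and 7559 without WT replicate 1. The paper calls changes of repressive marks almost negligible, by sites past a fold-change limit. That measure was not computed here, and the 11690 WT and 17960 TKO peaks of the pooled H3K27me3 lists are not comparable to it.

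The paper finds no obvious enrichment of lost hypersensitive sites in any group of domains. Here their ratio fell from 1.55 in the gene-poorest to 0.803 in the gene-richest group. The paper's lost sites come from a coverage test, whereas those here have no TKO hotspot. The ratio of gained sites fell too, from 1.35 to 0.861, so the fall is not specific to loss. The paper places new hypersensitive sites mainly in gene-dense domains. Here the gene-richest group held the largest share of de novo sites, 28.2%, which relative to WT sites is a ratio of 0.782. De novo sites leave out WT H3K4me1 and H3K4me3 peaks and the WT sites do not. For all gained sites, without this restriction, the ratio in that group was 0.861. The paper describes altered genes as proportional to all genes over domains ranked by gene number, where the ratio fell from 1.99 to 0.767.

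The paper states that the most altered domains held the most sites of every mark. This held here for gained hypersensitive sites (26.1%), lost hypersensitive sites (22.4%), lost H3K4me1 (27.2%) and lost H3K4me3 (23.6%). The most altered domains held 18.8% of gained H3K4me1, 18.4% of gained H3K4me3, 18.1% of hypomethylated and 19.0% of hypermethylated sites, in each case less than a middle group. The paper finds no relation of topological change with gene density or expression. The rho with gene number was 0.0573 and with altered genes 0.0433 (rotation p = 0.026 each), while size had −0.0191 (p = 0.32). Both were larger with fixed 1 Mb windows (0.2496 and 0.102), without NlaIII (0.206 and 0.132) and with pairs of 20 kb to 2 Mb (0.177 and 0.0674). The signs of gene number and altered genes turned without DpnII (−0.0858 and −0.0429), relative to the WT score (−0.134 and −0.0378), in the partial correlations (−0.0722 and −0.0289), without pairs under 20 kb (−0.103 and −0.00755) and with stronger borders (−0.0618 and −0.00585), so both relations depend on the setting.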

Other observations

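The test of depth behind the domain score was chosen only after the result was seen. The other tests of the domain score and that of transcripts listed at 0 in WT cells were set beforehand. Suv39h2 and Hist1h2bc were named after their values were seen.

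Linker histone genes whose RNA the paper does not report rose in TKO cells. H1f0, the gene of the replacement variant H1.0 that accumulates in slowly dividing and differentiated cells, went from 9.08 to 48.2 FPKM (log2 2.41, q = 0.00041 in the authors' deposited table). H1fx, the gene of the variant H1X, went from 11.7 to 31.0 FPKM (log2 1.41, q = 0.49). Of 9 linker histone genes 4 reach 1 FPKM, 2 are called higher and 1, Hist1h1c, lower, while Hist1h1a had 1.23 and 1.46 FPKM. No technical or biological explanation was tested for these rises.

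Of 20 listed germline genes that DNA methylation represses 10 reach 1 FPKM and none was called, while the median log2 of these 10 was 0.42. The largest changes among those at 1 FPKM or more were rises of Sohlh2, a germ cell transcription factor gene (0.885 to 1.85 FPKM), the synaptonemal complex genes Sycp1 (0.805 to 1.37) and Sycp3 (4.41 to 6.43) and the ribosomal protein gene Rpl10l (5.07 to 7.29). Whether the list moved as a group was not tested. Among 14 genes of the DNA methylation machinery, the de novo methyltransferase gene Dnmt3a was the 1 called, higher in TKO cells (called transcript 11.3 to 28.7 FPKM, log2 1.35, q = 0.087 in the authors' deposited table). Dnmt1 had 57.8 and 66.6 FPKM and Dnmt3b 179 and 263. Tet1, a 5-methylcytosine oxidase gene, was listed at 0 in WT and at 1.05 FPKM in TKO cells and was not called. With 1 transcript listed, a sum over transcripts cannot test whether the 0 comes from the estimate. No rise of Tet1 is therefore read from it.

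None of 16 H3K4 methyltransferase and demethylase genes was called, and Setd7 had 11.1 and 15.4 FPKM. Of 18 genes for H3K9 and H3K27 enzymes and their readers 1 had a transcript called higher, Suv39h2, an H3K9 methyltransferase gene. That transcript is listed at 0 in WT cells, and summed over transcripts the gene had 9.89 and 11.2 FPKM (log2 0.18), while Suv39h1 had 11.9 and 11.5 FPKM. Of 12 genes of chromosome architecture Lmna, which encodes lamin A/C, was called lower (transcript 15.1 to 3.53 FPKM, log2 −2.10, q = 0.051). The listed fibroblast genes fell by a similar amount in the same libraries (median log2 −1.73 over 17 genes), so which cells the Lmna RNA came from was not resolved. In contrast, Ctcf had 41.5 and 47.8 FPKM and Nipbl, a cohesin loader gene, 15.0 and 18.8. Among 17 replication-dependent core histone genes 3 were called lower, Hist1h2bc, Hist1h3a (1.59 to 0.143, log2 −3.47, q = 0.78) and Hist1h4h (3.24 to 0.436, log2 −2.89, q = 0.50). Of these 17 genes 9 reach 1 FPKM, with a median log2 of −1.81, and whether the list moved as a group was not tested. How fully the RNA libraries capture histone transcripts was not tested either, so no fall of total core histone RNA is read from these values. Of 16 mesoderm genes, 4 of them at 1 FPKM or more, the FGF ligand gene Fgf8 was the 1 called, higher in TKO cells.

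Of 17 transcripts called higher from 0 FPKM in WT cells, 1 has no gene symbol and was left out, and the others belong to 16 genes with other transcripts. Summed over transcripts, 3 of them (18.8%, 95% Wilson interval 6.59 to 43.0%) were at least 2-fold higher in TKO cells: Fgf8 (0.986 to 2.76 FPKM), Phf21b (1.85 to 4.01) and the zinc transporter gene Slc39a8 (reaching 8.34). Acot7 went from 44.4 to 34.3. The 18.8% is in line with reads assigned to another transcript of the same gene, in the estimate or in the cells, as the source of most of these calls. Which of the 2 applies was not tested.

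The lower domain score in TKO cells was set against 3 technical explanations. Within the enzyme with the smaller change the median change kept 93.6% of its size, which argues against a single library. The score is a share of pairs, so depth changes its sampling error, which moves domains both ways, and not its expected value. The score was lower in 100% of the 3146 domains, with all pairs and with identical pairs counted once. This argues against depth, although the test was chosen after the result was seen. Pairs thinned to equal depth also gave 100%, but thinning keeps the expected share by construction and adds no separate evidence. Without pairs under 20 kb, which include incompletely digested DNA, it kept 55.1%, so such DNA and a loss of short-range contacts through loss of H1 cannot be told apart as the source of the rest. The WT libraries had 26.8% (NlaIII) and 21.5% (DpnII) of intra-chromosomal pairs under 20 kb, the TKO libraries 21.0% and 17.6%.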
